# The impact of Parkinson’s disease-associated gut microbiota on the transcriptome in *Drosophila*

**DOI:** 10.1128/spectrum.00176-23

**Published:** 2023-09-27

**Authors:** Xin Liu, Meng Yang, Runzhou Liu, Fan Zhou, Haibing Zhu, Xiaoyun Wang

**Keywords:** Parkinson’s disease, gut microbiota, *Drosophila melanogaster*, fecal microbiota transplantation, transcriptome

## Abstract

Parkinson’s disease (PD) is a common neurodegenerative disease in middle-aged and elderly people, and many studies have confirmed that the disorder of gut microbiota is involved in the pathophysiological process of PD. However, the molecular mechanism of gut microbiota in regulating the pathogenesis of PD is still lacking. In this study, to investigate the impact of PD-associated gut microbiota on host transcriptome, we established various PD models with fecal microbiota transplantation (FMT) in the model organism *Drosophila* followed by integrative data analysis of microbiome and transcriptome. We first constructed rotenone-induced PD models in *Drosophila* followed by FMT in different groups. Microbial analysis by 16S rDNA sequencing showed that gut microbiota from PD *Drosophila* could affect bacterial structure of normal *Drosophila*, and gut microbiota from normal *Drosophila* could affect bacterial structure of PD *Drosophila*. Transcriptome analysis revealed that PD-associated gut microbiota influenced expression patterns of genes enriched in neuroactive ligand-receptor interaction, lysosome, and diverse metabolic pathways. Importantly, to verify our findings, we transplanted *Drosophila* with fecal samples from clinical PD patients. Compared to the control, *Drosophila* transplanted with fecal samples from PD patients had reduced microbiota *Acetobacter* and *Lactobacillus*, and differentially expressed genes enriched in diverse metabolic pathways. In summary, our results reveal the influence of PD-associated gut microbiota on host gene expression, and this study can help better understand the link between gut microbiota and PD pathogenesis through gut-brain axis.

**IMPORTANCE:**

Gut microbiota plays important roles in regulating host gene expression and physiology through complex mechanisms. Recently, it has been suggested that disorder of gut microbiota is involved in the pathophysiological process of Parkinson’s disease (PD). However, the molecular mechanism of gut microbiota in regulating the pathogenesis of PD is still lacking. In this study, to investigate the impact of PD-associated gut microbiota on host transcriptome, we established various PD models with fecal microbiota transplantation in the model organism *Drosophila* followed by integrative data analysis of microbiome and transcriptome. We also verified our findings by transplanting *Drosophila* with fecal samples from clinical PD patients. Our results demonstrated that PD-associated gut microbiota can induce differentially expressed genes enriched in diverse metabolic pathways. This study can help better understand the link between gut microbiota and PD pathogenesis through gut-brain axis.

## INTRODUCTION

The human gut has tens of trillions of microorganisms, including more than 1,000 species of bacteria. The number of genes of the microorganisms were 100 times larger than the human genome, and a balanced gut microbiota is critical for maintaining general health (1). More importantly, studies in the past 15 years have demonstrated gut microbiota as one of the key regulators of brain function, and have led to the appreciation of the importance of microbiota-gut-brain axis (2). Mechanistically, the highly bidirectional communication between the brain and the gut can be markedly influenced by the microbiota through integrated immunological, neuroendocrine, and neurological processes. At the molecular level, gut microbiota and its relevant metabolites interact with the host via a series of biochemical and functional pathways, thereby affecting host homeostasis and health (3).

Parkinson’s disease (PD) is the second most common neurodegenerative disease. Worldwide, about 3 million people suffer from the debilitating symptoms of PD involving motor deficits such as akinesia, muscular rigidity, tremor, slowness of movement, difficulty in walking, and gait. Also, PD is a multifactorial disease with less than 10% of cases being related to hereditary, therefore the pathogenesis of PD has a strong environmental component (4, 5). Recently, the gut microbiota-brain axis is gaining increasing attention by researchers who investigate the biological and physiological basis of psychiatric, neurodevelopmental, age-related, and neurodegenerative disorders (6). Current evidence from different clinical studies has revealed that gut microbiota composition is altered in PD patients and is related to clinical phenotypes (7), suggesting that gut microbiota plays a crucial role in PD. However, the pathogenesis of gut microbiota-mediated PD is still unclear and the microbiota-based clinical treatments are also limited. Fecal microbiota transplantation (FMT) is the most effective method to reconstruct the gut microbiota of PD patients (8). Although current research on FMT in the treatment of PD is not in-depth, FMT has been considered as a possible intervention for gut microbiota disturbance in the treatment of PD.

Fruit flies *Drosophila* are capable of performing complex motor behaviors such as walking, climbing, and flying, and the brains of fruit flies are functionally similar to humans (9). Basic cellular processes and many genes as well as signaling pathways are conserved between fruit flies and humans (10). The availability of genetic tools, the rapid growth and reproduction, the low cost, and the convenience to maintain in the laboratory make *Drosophila* an ideal model system to address biological questions relevant to human health (11, 12). The establishment of a toxin-based PD model in fruit flies has made an important contribution to our understanding of the disease (13 – 15). In such a scenario, *Drosophila* has emerged as a valuable model for studying mechanisms of human neurodegenerative diseases including PD. In this study, we constructed a rotenone-induced PD model in *Drosophila* followed by fecal microbiota transplantation, and investigated the impact of gut microbiota on host transcriptome by 16S rDNA sequencing and RNA sequencing. Our findings were verified by transplanting *Drosophila* with fecal samples from clinical PD patients. Our findings demonstrate the influence of PD-associated microbiota on host transcriptome in *Drosophila* and provide new insights into the mechanism of microbiota colonization in PD at the molecular level.

## RESULTS

### Rotenone-induced Parkinson’s disease models in *Drosophila* and FMT experiments

To dissect the relationship between the gut microbiota and PD, we first constructed the PD models by administering rotenone to *Drosophila melanogaster* for 7 days to obtain two groups of fly samples including Parkinson’s *Drosophila* (PD) and control *Drosophila* (CTRL). PD models were validated through phenotypic observation and molecular testing, then we performed cross-colonization experiments (Fig. 1A). The PD flies and control flies were subjected with or without FMT for another 7 days. After cross-colonization experiments (day 14), we harvested flies from each treatment group, including control *Drosophila* with FMT from Parkinson’s *Drosophila* (CWFP), control *Drosophila* without FMT from Parkinson’s *Drosophila* (CWOFP), Parkinson’s *Drosophila* with FMT from control *Drosophila* (PWFC), and Parkinson’s *Drosophila* without FMT from control *Drosophila* (PWOFC).

**Fig 1:**
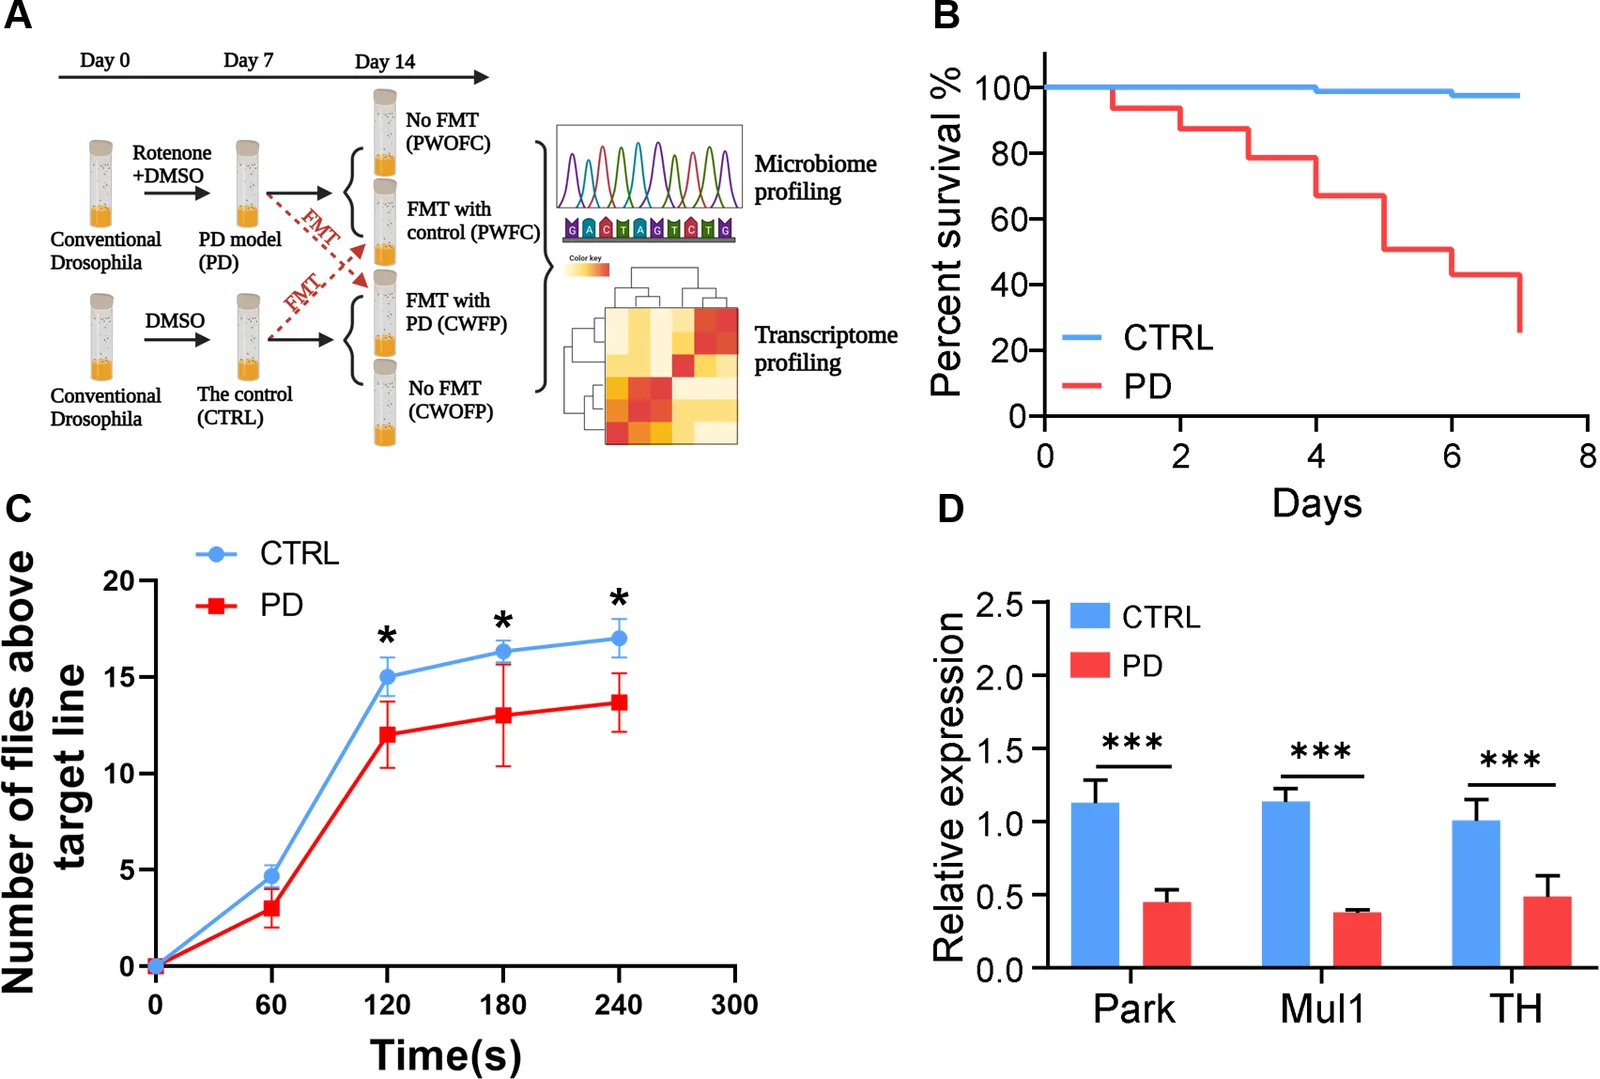
Phenotypic analysis of the control and rotenone-treated *Drosophila* and validation of the models. (**A**) Experimental design of this study to show different groups of models, including control *Drosophila* (CTRL), Parkinson’s *Drosophila* (PD), control *Drosophila* with FMT from Parkinson’s *Drosophila* (CWFP), control *Drosophila* without FMT from Parkinson’s *Drosophila* (CWOFP), Parkinson’s *Drosophila* with FMT from control *Drosophila* (PWFC), and Parkinson’s *Drosophila* without FMT from control *Drosophila* (PWOFC). (**B**) Survival curves of CTRL and PD flies within 7 days (*n* = 80), significant differences were determined by log-rank test (*P* < 0.0001). (**C**) Negative geotaxis assays to show locomotor deficits of flies exposed to rotenone. Three replicates (20 flies in each replicate) were included in each timepoint and average numbers of flies were used for statistical analysis. (**D**) Relative expression of PD-related marker genes in CTRL and PD flies. Flies (male to female as 1:1) were used in the survival and locomotion assay. Significant differences are determined by the two-way ANOVA followed by Sidak’s post-hoc test. *P < 0.05, ***P < 0.001.

The survival curves were significantly different between the PD and CTRL groups (Log-rank test, *P* < 0.0001). CTRL *Drosophila* had a longer lifespan than PD *Drosophila* (Fig. 1B). Moreover, PD flies exhibited significant motor deficits. In the negative geotaxis assays, PD flies seemed not to be able to coordinate the legs and tended to stay at the bottom of the column. Statistical analysis showed that the locomotor activity of PD flies was significantly affected (Fig. 1C). Rotenone is a neurotoxin that damages mitochondria, Mul1 and Park are two major E3 ubiquitin ligases controlling the stability of mitochondria (16). Also, PD is a neuro-degenerative disease caused by the severe deficiency of Dopamine (DA) in the substantia nigra of striatum. Tyrosine hydroxylase (TH) is a key enzyme in the DA biosynthesis pathway (17). Quantitative RT-qPCR results showed that the expression levels of these marker genes in PD *Drosophila* were significantly lower than those in CTRL *Drosophila* (Fig. 1D). Thus, our results demonstrated that rotenone-induced PD flies could develop typical symptoms with marker genes changed, suggesting that our PD models were successfully constructed.

### The effect of PD-associated gut microbiota on microbial composition of *Drosophila*

After the phenotypic confirmation of PD model and cross-colonization experiments, we performed microbial composition analysis using 16S rDNA sequencing of samples from six groups, and compared the changes of the microbiome composition between each group. Principal coordinate analysis (PCoA) of species abundance based on operational taxonomic unit (OTU) showed significant separation of samples from six groups of *Drosophila*, including the comparisons of CTRL vs PD, CWFP vs CWOFP, PWFC vs PWOFC, and CWOFP vs PWOFC (Fig. 2A). In order to better illustrate the effect of FMT on the gut microbiota of CTRL and PD groups, the microbiome profile of each sample was represented by a tags sequence. The global percent of tags were different at the genus and species levels for comparisons of CTRL vs PD or CWFP vs CWOFP or PWFC vs PWOFC (Fig. 2B). We counted the top 10 abundant microbial compositions in each group using stacked bar charts (Fig. 2C; Table S3). Compared to the CTRL group, PD groups had reduced *Lactobacillus* and *Acetobacter*. In addition, we found that *Serratia* and *Weissella* were mainly distributed in PD-associated groups, including PD group, CWFP group, and PWOFC group (Fig. 2C). We also presented the proportion of species in each group at the level of phylum, class, order, family, and species, respectively (Fig. S1). Together, the comparisons of CWFP vs CWOFP and PWFC vs PWOFC indicated that FMT significantly affected the global microbial composition in CTRL and PD *Drosophila*.

**Fig 2:**
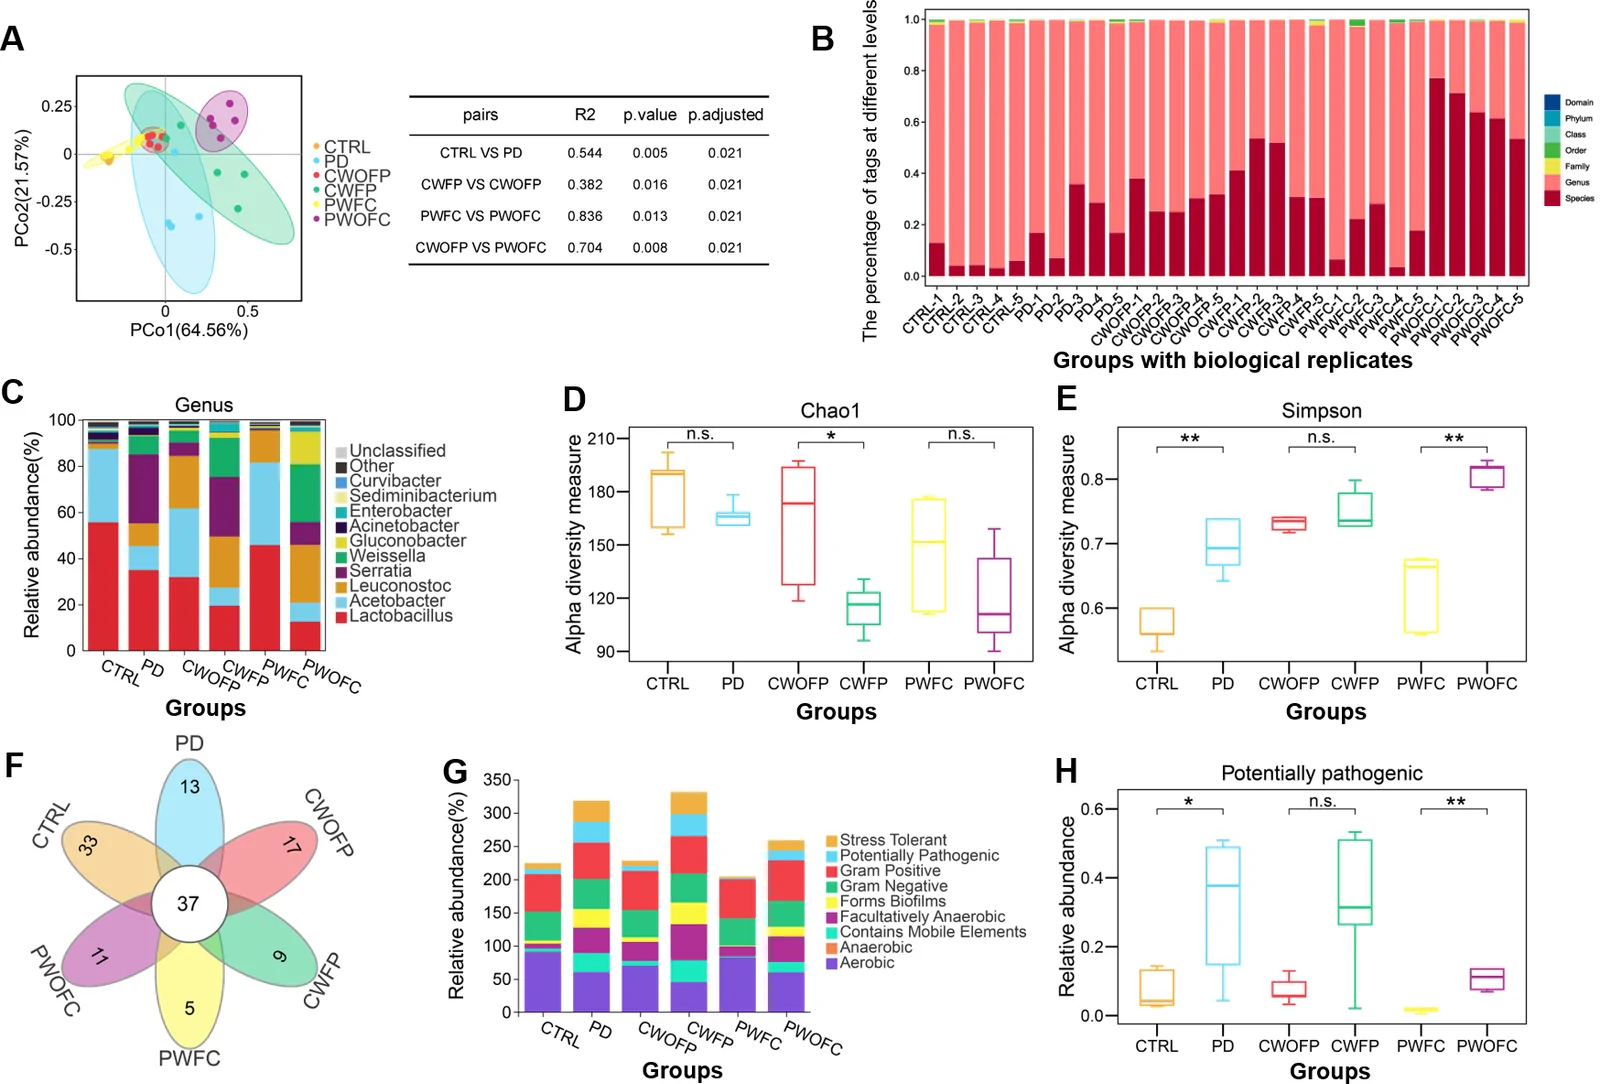
FMT significantly changed the composition of gut microbiota in each group *Drosophila*. (**A**) Analysis of β-diversity of gut microbiota in *Drosophila*. PCoA was used to calculate the distance between samples, and the clusters between groups were tested with PERMANOVA. Each point represented a sample, *n* = 5. (**B**) According to the species annotation information of OTUs/ASVs, the number of tags sequences of each sample at each classification level was counted. The vertical axis represented the percentage of each sample in the sequence at each classification level. (**C**) Gut microbiota analysis of bacterial structure in six groups at the genus level. (**D**) Chao1 α-diversity index of grouped data (*n* = 5). (**E**) Simpson α-diversity index of grouped data (*n* = 5). (**F**) Species Venn diagrams of six groups at the genus level. (**G**) The phenotypic distribution of each group analyzed by BugBase. (**H**) Relative abundance of pathogenic microbiota (*n* = 5). Control *Drosophila* (CTRL) and Parkinson’s *Drosophila* (PD) are flies before cross-colonization experiments (day 7). Control *Drosophila* with FMT from Parkinson’s *Drosophila* (CWFP), control *Drosophila* without FMT from Parkinson’s *Drosophila* (CWOFP), Parkinson’s *Drosophila* with FMT from control *Drosophila* (PWFC), and Parkinson’s *Drosophila* without FMT from control *Drosophila* (PWOFC) are flies after cross-colonization experiments (day 14). Significant differences are determined by the Wilcoxon test. *P < 0.05, **P < 0.01.

To confirm the effect of FMT on microbial diversity in CTRL and PD *Drosophila*, we analyzed the α-diversity of gut microbiota of six groups in-depth. Dilution curves of α-diversity indexes indicated that our microbial sequencing data were reliable (Fig. S2). Further analysis on α-diversity indexes and rank abundance curves showed that species diversity was different in the comparisons of CWFP vs CWOFP or PWFC vs PWOFC (Fig. 2D and E; Fig. S3). Venn diagram showed that there were 37 shared species in the six groups at the genus level (Fig. 2F), and the CTRL group had the highest number of unique species (Fig. 2F; Fig. S4A). Importantly, FMT with gut microbiota from PD group increased the abundance of *Serratia* and *Weissella* in CWFP group, and FMT with gut microbiota from CTRL group increased the abundance of *Acetobacter* and *Lactobacillus* in PWFC group (Fig. 2C; Fig. S4B). The taxa that most likely explain the differences between groups were defined by LEfSe, which showed that *Lactobacillaceae*, *Acetobacteraceae,* and *Alphaproteobacteria* were significantly enriched in CTRL group, while *Serratia*, *Enterobacteriaceae,* and *Weissella* exhibited relatively higher abundance in the PD group (Fig. S4C). BugBase analysis of phenotype abundance showed that PD group has significantly higher abundance of pathogenic microbiota than CTRL group (Fig. 2G and H). Phenotypic abundance in CWFP group was similar to PD group, while PWFC group has significantly lower abundance of pathogenic microbiota than PWOFC group, suggesting that FMT experiments were successful and had obviously influenced the phenotype abundance in CTRL and PD *Drosophila*.

### The impact of PD-associated microbiota on *Drosophila* transcriptome

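Poly(A) RNA of whole adult flies was sequenced from 6 groups, with 3 libraries per group. CTRL and PD flies were taken on day 7 of the experiment, 14 days after eclosion. CWFP, CWOFP, PWFC, and PWOFC flies were taken on day 14, 21 days after eclosion. Flies of the PD, PWFC, and PWOFC groups had received rotenone for the first 7 days, and the CWFP and PWFC groups received FMT for the 7 days after that. For the rotenone-fed flies the paper's survival assay gives a dose of 250 µM, whereas the labels of the deposited samples give 250 µM in the protocol of all 6 groups, the DMSO-fed flies included. The methods and the labels also name different sequencing instruments and companies. The methods name a number of flies collected for sequencing in the paragraph on microbiota of patients, and do not say whether it holds for the libraries of these groups. The authors trimmed adapters with cutadapt, mapped the reads to the dm6 genome with HISAT2, counted the reads on each gene with featureCounts, and deposited these counts without normalization. How strand and reads with several matches were treated is not named in the paper's text, so the counts of overlapping genes and of near-identical gene copies are uncertain. The table of counts holds 17611 genes, of which 17556 have a symbol and a position in the Ensembl annotation of the genome (BDGP6.54). Between 17920498 and 29165130 reads per library were counted on genes, with a median of 21859942 over the 18 libraries. The totals ranged from 17920498 to 29165130 in the CTRL group, with a median of 25811079, and from 22502155 to 25682655 in the PD group, with a median of 25324493. They ranged from 20652400 to 22958881 in the CWFP group (median 20675986) and from 21063851 to 22369214 in the CWOFP group (median 21420308). In the PWFC group they ranged from 20097950 to 22058752 (median 20675300), and in the PWOFC group from 20719349 to 22775346 (median 21661132). Replicates of a group differed by more than the sampling noise of the counts, with a chi-square of 22.4 to 260 per degree of freedom over the 18 pairs of replicates. Library sizes were normalized by the TMM method. Each pair of groups was compared in a fit of its own with the quasi-likelihood test of edgeR, over the genes that its filterByExpr function kept in those 6 libraries. A gene was counted as a differentially expressed transcript (DET) when its p after Benjamini-Hochberg adjustment was under 0.05 and its absolute log2 fold change was above 1.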

After determining the effects of FMT with PD-associated microbiota on different models, we further performed RNA sequencing using mRNAs from six groups of flies. We first drew the heatmap according to Pearson correlation coefficient of gene expression, and the results showed that the expression levels of transcripts were significantly different in the CTRL group compared with the PD group (Fig. 3A). 

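Pearson correlations between the 6 libraries of CTRL and PD flies were computed on log2 CPM (counts scaled to the size of the library, with a prior count of 2) over 12643 genes, which are not independent replicates. The mean r was 0.980 over the pairs of libraries from the same group, with a range of 0.972 to 0.987, and 0.955 over the pairs from different groups, with a range of 0.933 to 0.974. The ranges overlapped, since CTRL replicate 2 correlated with PD replicate 3 at 0.974 and with CTRL replicate 3 at 0.972. The mean within groups exceeded the mean between groups by 0.0247 (one-sided exact permutation test, p = 0.1, the smallest p that the 10 splits of these libraries allow). Of the alternatives, the 500 most variable genes moved this difference most, to 0.178. On untransformed CPM the difference was 0.0306, and p rose to 0.2 by the same test. With each library left out in turn, it stayed between 0.0175 without PD replicate 1 and 0.0342 without CTRL replicate 2.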

Principal component analyses (PCAs) of transcriptome data of six groups were performed, and the results suggested that there were separation between the groups (Fig. 3B). 

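On the 500 most variable genes of all 18 libraries, the first principal component held 42.4% of the variance and the second 15.7%. Group membership accounted for 47.3% of the squared Euclidean distances between libraries (permutational analysis of variance, permutation p = 0.00349). Over all 12981 genes kept in the 6 groups, the alternative under which it no longer passed 0.05, the share was 42.3% (permutation p = 0.0623). The separation was tested over all groups at once and differed between the pairs of groups. The mean distance between libraries was 47.2 between PD and CTRL flies and 28.3 ± 4.47 (SD) within these groups, and 50.3 between PWOFC and CWOFP flies against 41.6 ± 8.62 within them (exact permutation p = 0.1 for both, the smallest p that 3 against 3 libraries allow). Between CWFP and CWOFP flies the mean distance was 63.5, within their spread of 65.2 ± 30.7 (exact permutation p = 0.6, a test that ignores any pairing of these libraries by replicate number). Between PWFC and PWOFC flies it was 41.1, against 41.0 ± 9.57 within these groups (exact permutation p = 0.5). The CWFP libraries lay farthest from each other, with replicate 1 at 70.8 and replicate 3 at -36.1 on the first component. Without CWFP replicate 1, the share accounted for by the groups rose to 62.2% (permutation p = 1e-05, the smallest that the permutations can give), the highest of the values with 1 library left out, and the lowest was 43.8% without PD replicate 2.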

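Between PD and CTRL flies, 285 of 12643 genes passed both thresholds, and 4749 had an unadjusted p under 0.05. Between CWFP and CWOFP flies, edgeR called 0 of 12473 genes, with 269 at an unadjusted p under 0.05 and a smallest adjusted p of 0.489 (quasi-likelihood test with Benjamini-Hochberg adjustment), whereas DESeq2 called 49. Between PWFC and PWOFC flies, edgeR called 0 of 12026 genes, with 496 at an unadjusted p under 0.05 and a smallest adjusted p of 0.0696 by the same test and adjustment, and DESeq2 called 82. Between PWOFC and CWOFP flies, 4 of 12297 genes passed by edgeR, with 3097 at an unadjusted p under 0.05, and 497 by DESeq2. Of the alternatives, a fit of all 6 groups with a shared estimate of the spread moved the count between PD and CTRL flies most as a ratio. It gave 25 genes, and DESeq2 gave 681. Single libraries decided these counts to a large extent. The count between PD and CTRL flies was 1648 without CTRL replicate 2 and 39 without PD replicate 2. Between PWFC and PWOFC flies it was 33 without PWFC replicate 1, and between PWOFC and CWOFP flies it was 23 without CWOFP replicate 2 and 2 without PWOFC replicate 1. For CWFP and CWOFP flies the count stayed at 0 whichever library was left out, but without CWFP replicate 1 the number of genes at an unadjusted p under 0.05 rose to 2718. All 3 libraries of 1 group lay above all 3 of the other for 39.0% of the genes between PD and CTRL flies. The share was 7.01% between CWFP and CWOFP flies, 8.81% between PWFC and PWOFC flies, and 38.3% between PWOFC and CWOFP flies. Chance gives 10% where libraries are exchangeable. The replicate numbers may pair the CWFP with the CWOFP libraries, a pairing seen in the data alone. Their share can therefore not safely be set against 10%.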

We analyzed the differentially expressed transcripts (DETs) of six groups, and found 684 DETs between CTRL group and PD group, 49 DETs between CWFP group and CWOFP group, 82 DETs between PWFC group and PWOFC group, and 498 DETs between PWOFC group and CWOFP group (Fig. 3C; Table S2). Among these DETs, we further analyzed the upregulated and downregulated transcripts between different groups (Fig. 3D through G).

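Of the DETs between PD and CTRL flies, 138 were higher and 147 lower in PD flies. This balance moved with the scaling of the libraries. Under upper quartile normalization, which shifted the median log2 fold change of all genes to 0.23 from 0.05, 350 genes were higher and 135 lower. By DESeq2, 233 were higher and 448 lower in PD flies, 44 were higher and 5 lower in CWFP than in CWOFP flies, 77 were higher and 5 lower in PWFC than in PWOFC flies, and 140 were higher and 357 lower in PWOFC than in CWOFP flies. Among the DETs that rose most in PD flies was *Ugt37A2* (FBgn0038082), a gene of the UDP-glycosyltransferase family on chromosome 3R from 12739642 to 12741417. It had 44.0 ± 16.4 CPM (SD, n = 3) in PD and 5.19 ± 1.13 CPM in CTRL flies, a log2 fold change of 3.09 (standard error 0.316, adjusted p = 0.00304 from the quasi-likelihood test of edgeR with Benjamini-Hochberg adjustment). The noncoding genes lncRNA:CR44138 and lncRNA:CR44188 followed with 2.91 and 2.85. Each of these lies opposite to another gene on the other strand, and the counts can hold reads of that neighbor. The largest falls were in *CG13084*, *CG4066*, and *CG12716*. *CG13084* (FBgn0032788, chromosome 2L from 19484930 to 19486532) had 0.355 ± 0.323 CPM in PD and 151 ± 72.4 CPM in CTRL flies, a log2 fold change of -8.73 (standard error 0.681, adjusted p = 0.00132 from the same test and adjustment). *CG4066* and *CG12716* had at most 3 counts in any PD library and at least 268 in every CTRL library, so their fitted changes depend on the prior count. Such low levels were not confined to rotenone-fed flies. *CG13084*, *CG4066*, and *CG12716* had 10, 1, and 1 counts in CWFP replicate 3, whose flies received no rotenone. Between PWOFC and CWOFP flies the 4 DETs were *CG18179* and *CG31077*, with log2 fold changes of 5.57 and 2.68, and *Mal-B1* and *Obp19d*, with -1.90 and -1.15. The first 3 of these overlap other genes in the annotation. *CG18179* had 16.0 ± 3.55 CPM in PWOFC and 0.303 ± 0.0435 CPM in CWOFP flies (adjusted p = 0.00191 from the same test and adjustment).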

**Fig 3:**
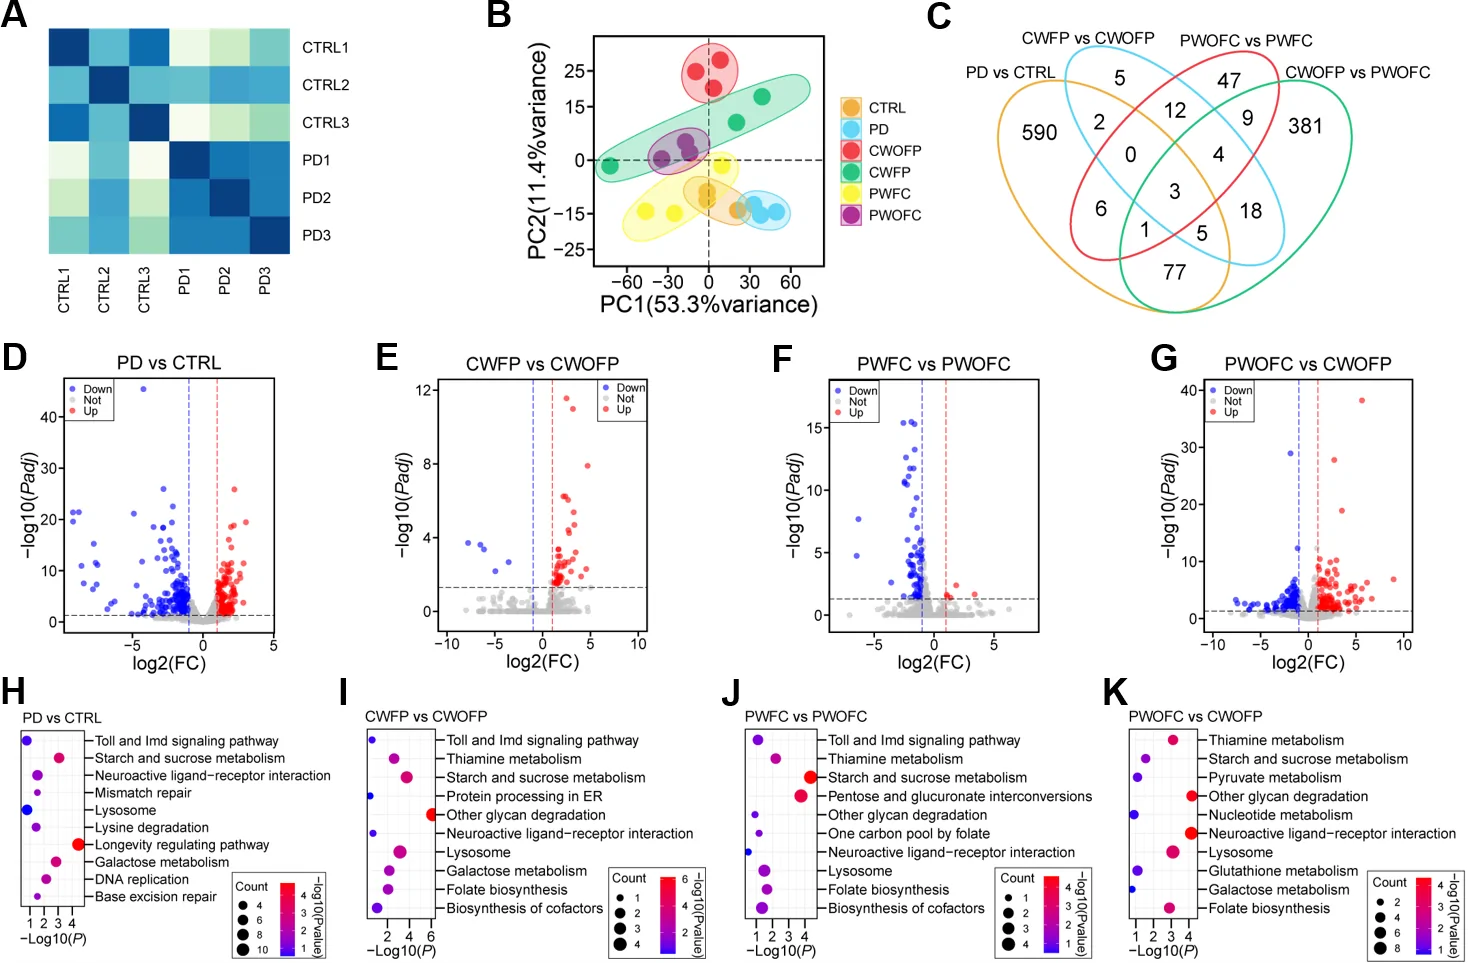
RNA sequencing analysis of *Drosophila* samples before and after FMT experiments. (**A**) Pearson correlation heatmap of RNA-seq data from CTRL and PD groups. (**B**) PCA of RNA-seq data showed the separation of six groups, *n* = 3. (**C**) Venn diagram showed the numbers of DETs between four pairs of comparisons. (**D**) Volcano plot showed DETs between CTRL group and PD group. (**E**) Volcano plot showed DETs between CWFP group and CWOFP group. (**F**) Volcano plot showed DETs between PWFC group and PWOFC group. (**G**) Volcano plot showed DETs between PWOFC group and CWOFP group. (**H**) Enrichment analysis of KEGG pathway between CTRL group and PD group. (**I**) Enrichment analysis of KEGG pathway between CWFP group and CWOFP group. (**J**) Enrichment analysis of KEGG pathway between PWFC group and PWOFC group. (**K**) Enrichment analysis of KEGG pathway between PWOFC group and CWOFP group. The x-axis represented enrichment factors and the y-axis represented different pathways of biological processes.

KEGG analysis was performed to identify signaling pathways enriched for DETs with or without FMT experiments, and the results showed that various signaling pathways were enriched for different groups (Fig. 3H through K). 

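Sets of KEGG pathways were not at hand, so the enrichment itself was not rerun. Gene lists written by hand were tested with camera, a competitive test with a preset correlation of 0.01 between genes, and its p was adjusted by the Benjamini-Hochberg method over the 17 lists of each comparison. The genes that the paper measured from neuroactive ligand-receptor interaction are proteases such as *Jon25Bii* and *θTry*. The receptor list was written apart from that pathway and does not test its enrichment. Genes of neurotransmitter and neuropeptide receptors rose in PD compared with CTRL flies, with a median log2 fold change of 0.44 and 73 of 77 genes higher (camera adjusted p = 2.16e-06). They fell in CWFP compared with CWOFP flies by a median of -0.49, with 75 of 78 genes lower (camera adjusted p = 1.53e-09, fry adjusted p = 0.434). In PWOFC compared with CWOFP flies they fell by -0.60, with 69 of 74 lower (camera adjusted p = 2.79e-08). The receptor genes summed to 267.2, 350.1, and 481.6 CPM in CWFP replicates 1, 2, and 3, against 492.6, 479.2, and 515 CPM in the CWOFP libraries. The fall in CWFP flies was thus largest in replicate 1, and replicate 3 lay within the CWOFP range. In PWFC compared with PWOFC flies their median was 0.20, with 58 of 74 higher (camera adjusted p = 0.00143). The Jonah family of digestive proteases went the other way in these comparisons, except in that of PWFC with PWOFC flies. Its median was -0.70 in PD compared with CTRL flies, with 12 of 16 genes lower (camera adjusted p = 2.03e-05), and 1.81 in CWFP compared with CWOFP flies, with all 15 higher (camera adjusted p = 5.17e-60). It was 0.47 in PWFC compared with PWOFC flies, with 12 of 16 higher, and 2.22 in PWOFC compared with CWOFP flies, with all 15 higher. The lysosome list, of 38 or 39 genes tested, had medians of 0.02, 0.08, 0.12, and 0.20 in the comparisons of PD with CTRL, CWFP with CWOFP, PWFC with PWOFC, and PWOFC with CWOFP flies. In the first of these its mean of -0.13 and its test (camera adjusted p = 0.69) pointed downward against the median. The other means were 0.75, 0.29, and 0.66, and the list passed there (camera adjusted p = 3.02e-25, 2.21e-06, and 2.72e-07). That list holds the LMan genes of lysosomal alpha-mannosidases. Of its genes, 9 are genes that the paper names, as are all genes of the tyrosine and Ugt37 lists. The 6 LMan genes had medians of -0.36, 3.14, 0.19, and 2.90 in the same order. The comparisons of CWFP and of PWOFC with CWOFP flies share the CWOFP libraries, so their changes are not independent. The LMan genes summed to 237.3, 354.3, and 216.9 CPM in CWOFP replicates 1, 2, and 3, and to at least 529.5 CPM in every other library. For the Jonah genes these sums were 3274, 4285, and 3281 CPM, against at least 6551 CPM elsewhere. Genes of mitochondrial complex I, which rotenone inhibits, rose by a median of 0.41 in PD compared with CTRL flies, in all 39 genes. They also rose in CWFP compared with CWOFP flies, by 0.21, in all 39 genes (camera adjusted p = 4.73e-07). Their median was 0.06 in PWFC compared with PWOFC flies, with 27 of 39 higher (camera adjusted p = 0.0352). In PWOFC compared with CWOFP flies it was -0.09, with 25 of 39 lower (camera adjusted p = 0.59). The 5 genes of tyrosine metabolism had medians of 0.68, -0.36, 0.12, and 0.07, and the Ugt37 list, 4 Ugt37 genes and *CG15629*, had 1.34, -0.04, 0.16, and -0.56. A pair of these small medians changed sign with the scaling of the libraries, that of the lysosome list in PD compared with CTRL flies under relative log expression normalization, and that of the Ugt37 list in CWFP compared with CWOFP flies under this and upper quartile normalization. Camera called 12, 10, 8, and 10 of the 17 lists in the 4 comparisons. In CWFP compared with CWOFP flies, whose replicate numbers may pair the libraries, it called 8 lists with the number as a block. This alternative was chosen after seeing the data, and 7 of the 8 lists were among the 10. Under fry, which takes the correlation between genes from the libraries, 9 of the 12 calls in PD compared with CTRL flies held, among them the Jonah family (fry adjusted p = 0.0361) and the Ugt37 and tyrosine lists, whereas the receptors (fry adjusted p = 0.0542) and complex I did not. In CWFP compared with CWOFP flies the 3 calls that held were the Jonah family (fry adjusted p = 0.0049), the LMan genes (fry adjusted p = 0.0135), and the proteases that the paper names. In PWFC compared with PWOFC flies 0 lists passed under fry. In PWOFC compared with CWOFP flies the LMan genes, the receptors, the lysosome list, and the yolk proteins held (fry adjusted p = 0.0451 for each).

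**Figure D1:**
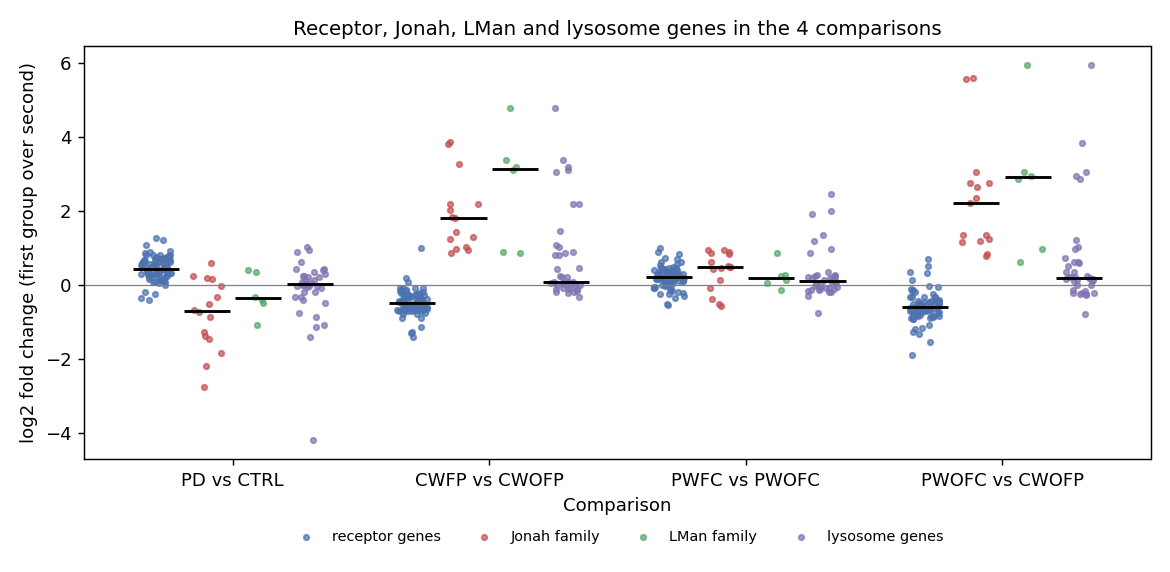
Log2 fold change of each gene of the receptor, Jonah, LMan, and lysosome lists in the 4 comparisons. Each point is 1 gene and the line is the median of the list, which for the receptors was 0.44 in PD compared with CTRL flies and -0.49 in CWFP compared with CWOFP flies.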

Importantly, neuroactive ligand-receptor interaction, lysosome, and diverse metabolic pathways were enriched for four groups of comparisons (PD vs CTRL, CWFP vs CWOFP, PWFC vs PWOFC, and PWOFC vs CWOFP). Since all compared *Drosophila* were grown at the same development stage and treated with or without FMT, the observed differences in enriched pathways were proposed to derive from PD-associated microbiota and these common pathways may be associated with PD pathogenesis regulated by gut microbiota.

### Correlations analysis of functional pathways influenced by PD-associated gut microbiota

We predicted functional pathways across microbial samples using PICRUSt2, and found that various pathways were decreased in PD group than CTRL group, such as replication and repair, energy metabolism, cell growth and death, glycan biosynthesis and metabolism, etc. After FMT, the abundance of these pathways was lower in CWFP group than CWOFP group. Similarly, the abundance of these pathways was lower in PWOFC than PWFC group (Fig. 4A). Statistical analysis was performed on species at genus level among the six groups, and we found that the abundance of *Lactobacillus*, *Acetobacter*, *Serratia,* and *Weissella* was significantly different in most comparisons, including PD vs CTRL, CWFP vs CWOFP, and PWFC vs PWOFC (Fig. 4B). For example, the abundance of *Acetobacter* was lower in PD group than CTRL group. After cross-colonization FMT experiments (without rotenone in the medium), the abundance of *Acetobacter* in CWFP group became lower than CWOFP group, and the abundance of *Acetobacter* in PWFC group became higher than PWOFC group.

**Fig 4:**
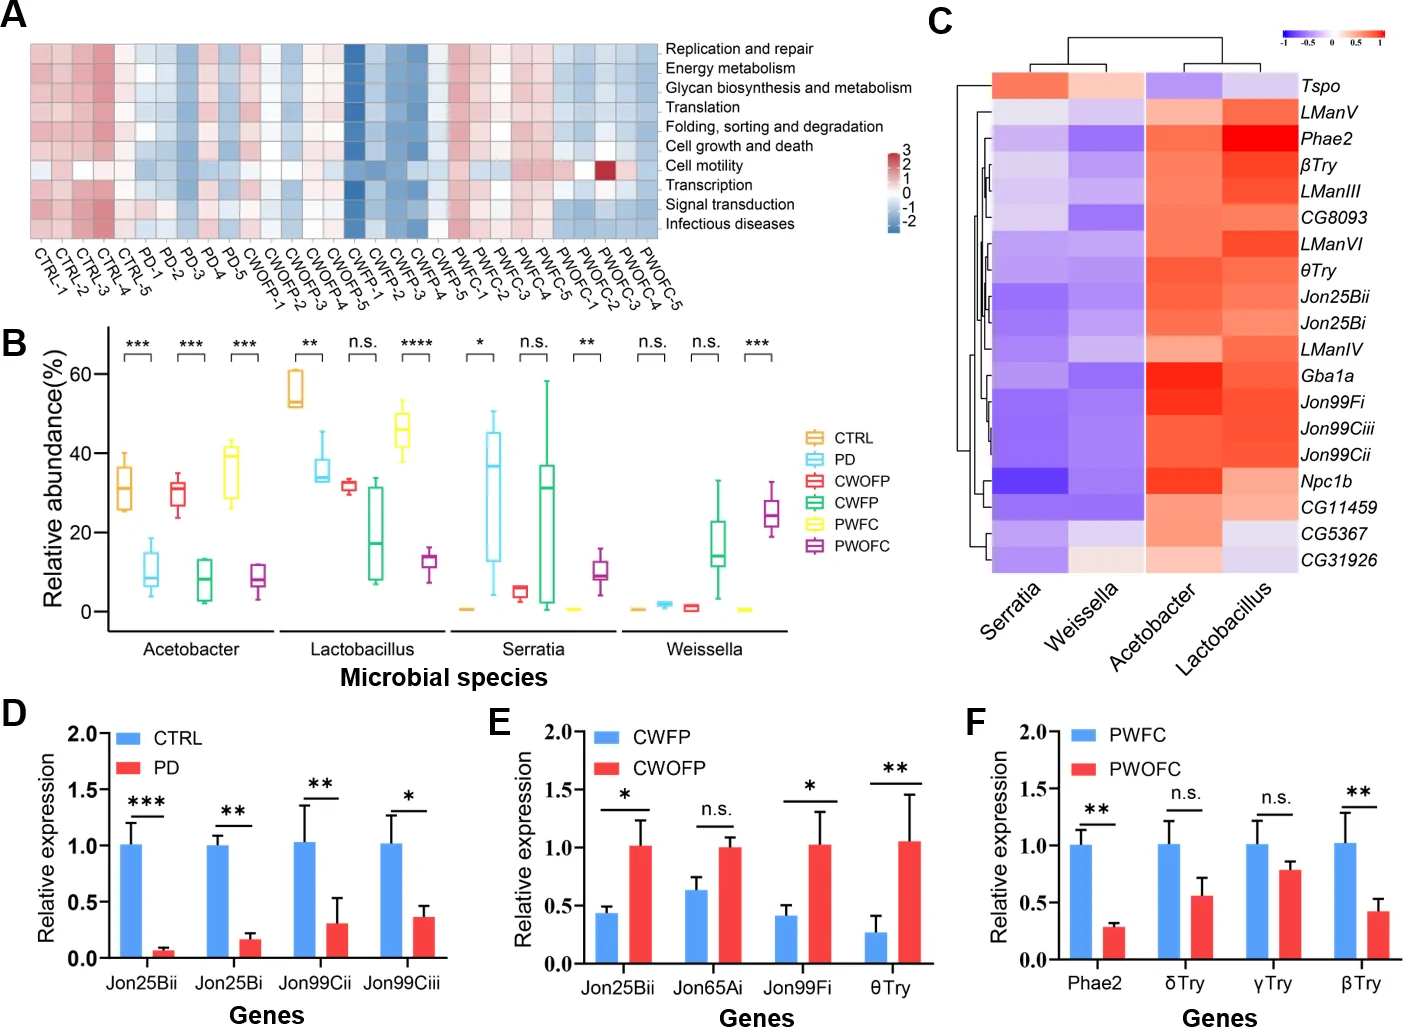
Correlations analysis of functional pathways influenced by PD-associated gut microbiota and RT-qPCR validation of genes. (**A**) Functional prediction heatmap with PICRUSt2. Vertical axis indicated functional classification, horizontal axis indicated samples, and the color indicated the richness of the function. (**B**) Indicator species analysis at genus level of six groups. (**C**) Correlation analysis of the four gut microbes with DETs, which are representative genes from pathways of “neuroactive ligand-receptor interaction” and “lysosome” in Fig. 3. (**D**) Relative expression of transcripts encoding neuroactive ligand receptor interactions in CTRL group and PD group. (**E**) Relative expression of transcripts encoding neuroactive ligand-receptor interaction in CWFP group and CWOFP group. (**F**) Relative expression of transcripts encoding neuroactive ligand-receptor interactions in PWFC group and PWOFC group. Significant differences were determined by the unpaired Student’s *t*-test. *P < 0.05, **P < 0.01, ***P < 0.001.

We performed correlations analysis between the four gut microbes and DETs in six groups, and the results showed that most of the DETs were positively correlated with *Acetobacter* and *Lactobacillus*, and negatively correlated with *Serratia* and *Weissella* (Fig. 4C). Moreover, we used Cytoscape software to analyze the correlation of DETs from neuroactive ligand-receptor interaction and lysosome pathways with the four gut microbes (Fig. S5), and the results showed that the DETs were correlated with the four gut microbes (*Acetobacter, Lactobacillus*, *Serratia,* and *Weissella*).

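The mean CPM of each group was correlated with the genus abundances of the paper's Table S3 over the 6 groups, for the 287 genes that were DETs in any of the 4 comparisons. Spearman's rho was positive for 71.1% of these genes with *Acetobacter* (Wilson 95% confidence interval 65.6% to 76.0%) and for 59.9% with *Lactobacillus* (54.2% to 65.4%). It was positive for 41.1% with *Serratia* (35.6% to 46.9%) and for 30.3% with *Weissella* (25.3% to 35.9%). These intervals cover counting error only, and the genes are not independent of each other. Of these DETs, 285 came from the comparison of PD with CTRL flies. Over all 12981 genes the shares were 53.5%, 49.2%, 50.0%, and 49.8% in the same order of genera, and over the 1160 genes of the paper's Table S2 they were 53.5%, 49.7%, 48.0%, and 46.2%. With Pearson's r in place of rho, the share for *Acetobacter* moved most, to 52.3%, and the others were 60.6%, 48.1%, and 40.1%. Adjusted p was under 0.05 for 0 of the 1148 correlations, with a smallest adjusted p of 0.956 (exact permutation test over 720 pairings, two-sided, Benjamini-Hochberg adjustment), and 6 groups allow no p under 0.00278. The number at an unadjusted p under 0.05 was 2 for *Acetobacter*, 1 for *Lactobacillus*, 23 for *Serratia*, and 0 for *Weissella*. The paper's Table S3 gives *Acetobacter* as 29.8% of the CWFP and 7.88% of the CWOFP group. With these columns exchanged for all genera, the order that the text gives for *Acetobacter*, the shares were 66.6%, 60.3%, 43.2%, and 40.1%.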

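For the 19 genes of the paper's Fig. 4C, rho over the 6 groups was positive with *Acetobacter* for 18 genes and with *Lactobacillus* for 16, and negative with *Serratia* for 18 and with *Weissella* for 17. The medians of rho over these genes were 0.657, 0.543, -0.486, and -0.543. With the CWFP and CWOFP columns of Table S3 exchanged, 16 genes were positive with each of the first 2 genera, and 12 and 15 were negative with the others, with medians of 0.314, 0.486, -0.429, and -0.371. The strongest of these correlations was that of *θTry* with *Lactobacillus* (rho = 0.943, exact permutation p = 0.0167). After Benjamini-Hochberg adjustment over the 136 correlations of the 34 genes that the paper names with 4 genera, its exact permutation p was 0.441, and 0 of the 136 had an adjusted p under 0.05. The largest rho among all 34 genes was 1.0, of *Ugt37A2* with *Serratia*, at the smallest p that 6 groups allow (adjusted p = 0.378 by the same test and adjustment). Each of the 6 groups enters as 1 point.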

To verify our RNA-seq data, we performed RT-qPCR experiments and examined some DETs in neuroactive ligand-receptor interaction pathway, which are the most significantly enriched pathway between the PD and the CTRL group. The results showed that the expression levels of *Jon25Bi*, *Jon25Bii*, *Jon99Cii,* and *Jon99Ciii* were significantly downregulated by rotenone exposure (Fig. 4D). FMT significantly reduced the expression of *Jon25Bii*, *Jon99Fi,* and *θTry* in the CWFP group compared to the CWOFP group (Fig. 4E). The genes of *βTry* and *Phae2* were significantly upregulated in PWFC group compared to the PWOFC group (Fig. 4F). Overall, RT-qPCR results of these DETs were generally similar to their expression patterns in RNA-seq data, indicating the validity and reliability of our RNA-seq data sets. Together, the results suggested that FMT with PD-associated gut microbiota could affect gene expression in *Drosophila*.

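In the RNA-seq libraries, *Jon25Bii* (FBgn0031654, chromosome 2L from 4952243 to 4953136) had 33.0 ± 6.37 CPM (SD, n = 3) in PD and 224 ± 80.1 CPM in CTRL flies. Its log2 fold change was -2.77 (standard error 0.293, adjusted p = 0.00344 from the quasi-likelihood test of edgeR with Benjamini-Hochberg adjustment), and it stayed between -3.03 and -2.55 with each library left out in turn. *Jon25Bi* (FBgn0020906), its neighbor on the chromosome, fell to 48.8 ± 12.7 from 222 ± 76.6 CPM, a log2 fold change of -2.18 (adjusted p = 0.00877 from the same test and adjustment). *Jon99Cii* (FBgn0003356) and *Jon99Ciii* (FBgn0003357), which lie side by side on chromosome 3R and could share reads as copies of one family, had log2 fold changes of -1.39 and -1.46 (adjusted p = 0.0204 and 0.0220 from the same test and adjustment). These calls held without any 1 library for *Jon25Bii*, in 5 of 6 such fits for *Jon25Bi*, and in 3 of 6 for the other two. In CWFP compared with CWOFP flies all 11 proteases that the paper names were higher, and 4 of them passed by DESeq2. *θTry* (FBgn0011555, chromosome 2R from 11341714 to 11342760) had 100.3 ± 18.6 CPM in CWFP and 32.4 ± 8.88 CPM in CWOFP flies, a log2 fold change of 1.55 (standard error 0.238, adjusted p = 0.934 from the same test and adjustment over all genes, and 0.00087 by DESeq2). *Jon99Fi* (FBgn0039778) had 265 ± 41.1 and 102 ± 29.2 CPM, a log2 fold change of 1.30 (DESeq2 adjusted p = 0.0149). *Jon65Ai* (FBgn0035667) had a log2 fold change of 1.25 (DESeq2 adjusted p = 0.0460). *Jon25Bii* had 44.4 ± 60.1 CPM in CWFP and 2.73 ± 1.11 CPM in CWOFP flies, a log2 fold change of 3.86 (DESeq2 adjusted p = 0.0149). It rested in part on CWFP replicate 1, without which it was 1.80, and it ranged up to 4.39 with another library left out. In PWFC compared with PWOFC flies, *βTry* (FBgn0010357, chromosome 2R from 11346325 to 11347395) rose to 2318 ± 457 from 1005 ± 309 CPM, a log2 fold change of 1.22 (standard error 0.262, adjusted p = 0.417 from the same test and adjustment, and 0.00618 by DESeq2). *Phae2* (FBgn0263235) rose to 59.6 ± 24.2 from 24.3 ± 6.10 CPM, a log2 fold change of 1.30 (DESeq2 adjusted p = 0.0259). For *δTry* and *γTry*, near-identical copies whose counts are uncertain, the log2 fold changes were 1.43 and 1.03, and neither passed by DESeq2 (adjusted p = 0.866 and 0.9999).

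**Figure D2:**
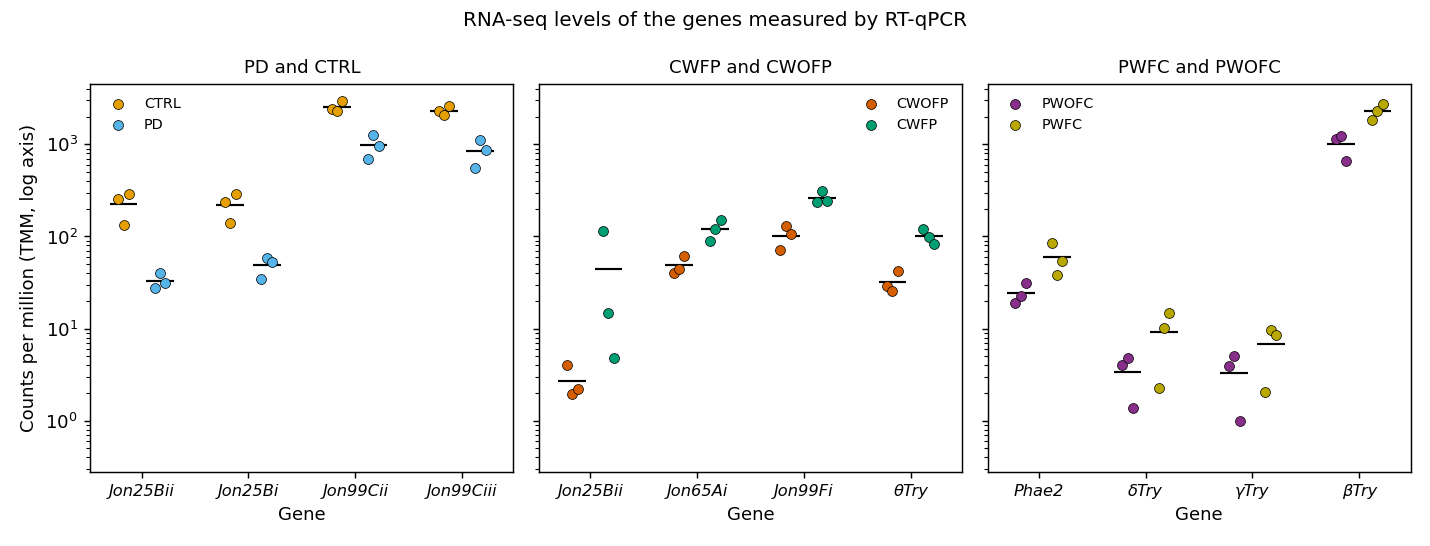
CPM per library, on a log axis, of the genes measured by RT-qPCR, in PD and CTRL flies, CWFP and CWOFP flies, and PWFC and PWOFC flies. Each point is 1 library and each bar the mean of 3 libraries, which for *Jon25Bii* was 33.0 in PD and 224 in CTRL flies.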

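The paper names 34 genes in its text, Fig. 4C, and primer table. Of these, 13 passed in PD compared with CTRL flies when p was adjusted over all genes tested, and 24 when it was adjusted over the list alone. In CWFP compared with CWOFP flies, edgeR called 0 of the 34 over all genes and 11 adjusted over the list alone, and DESeq2 called 9. In PWFC compared with PWOFC flies these numbers were 0, 6, and 6, and in PWOFC compared with CWOFP flies 0, 10, and 15. The study chose most of these genes on these libraries, so the numbers adjusted over the list alone are not independent evidence. Of the 34 genes, 23 were higher in CWFP than in CWOFP flies. The smallest p was that of *LManVI* (FBgn0032069, chromosome 2L from 8777661 to 8781252), with 307 ± 81.5 CPM (SD, n = 3) in CWFP and 34.2 ± 11.6 CPM in CWOFP flies, a log2 fold change of 3.10 (standard error 0.368). Its adjusted p was 0.682 over all genes and 0.00372 over the list alone by the quasi-likelihood test of edgeR with Benjamini-Hochberg adjustment, and 3.98e-11 by DESeq2. From the changes of these genes in RNA-seq and RT-qPCR after FMT, the paper proposes that PD-associated gut microbiota given by FMT could affect the expression of genes in *Drosophila*.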

### PD-associated gut microbiota from clinical patients influences microbial structure and diversity in *Drosophila*

To further confirm whether gut microbiota-mediated gene expression changes derived from rotenone-induced PD model can be resembled by clinical PD-associated gut microbiota, we collected fecal samples from clinical PD patients for FMT experiments. The fecal samples were collected from six PD patients and six healthy controls with male to female ratio as 1:1. The fecal samples with gut microbiota were mixed as fecal suspensions and firstly colonized into conventional *Drosophila*. The effects of gut microbiota from PD patients on *Drosophila* were evaluated by 16S rDNA sequencing and transcriptome sequencing (Fig. 5A).

**Fig 5:**
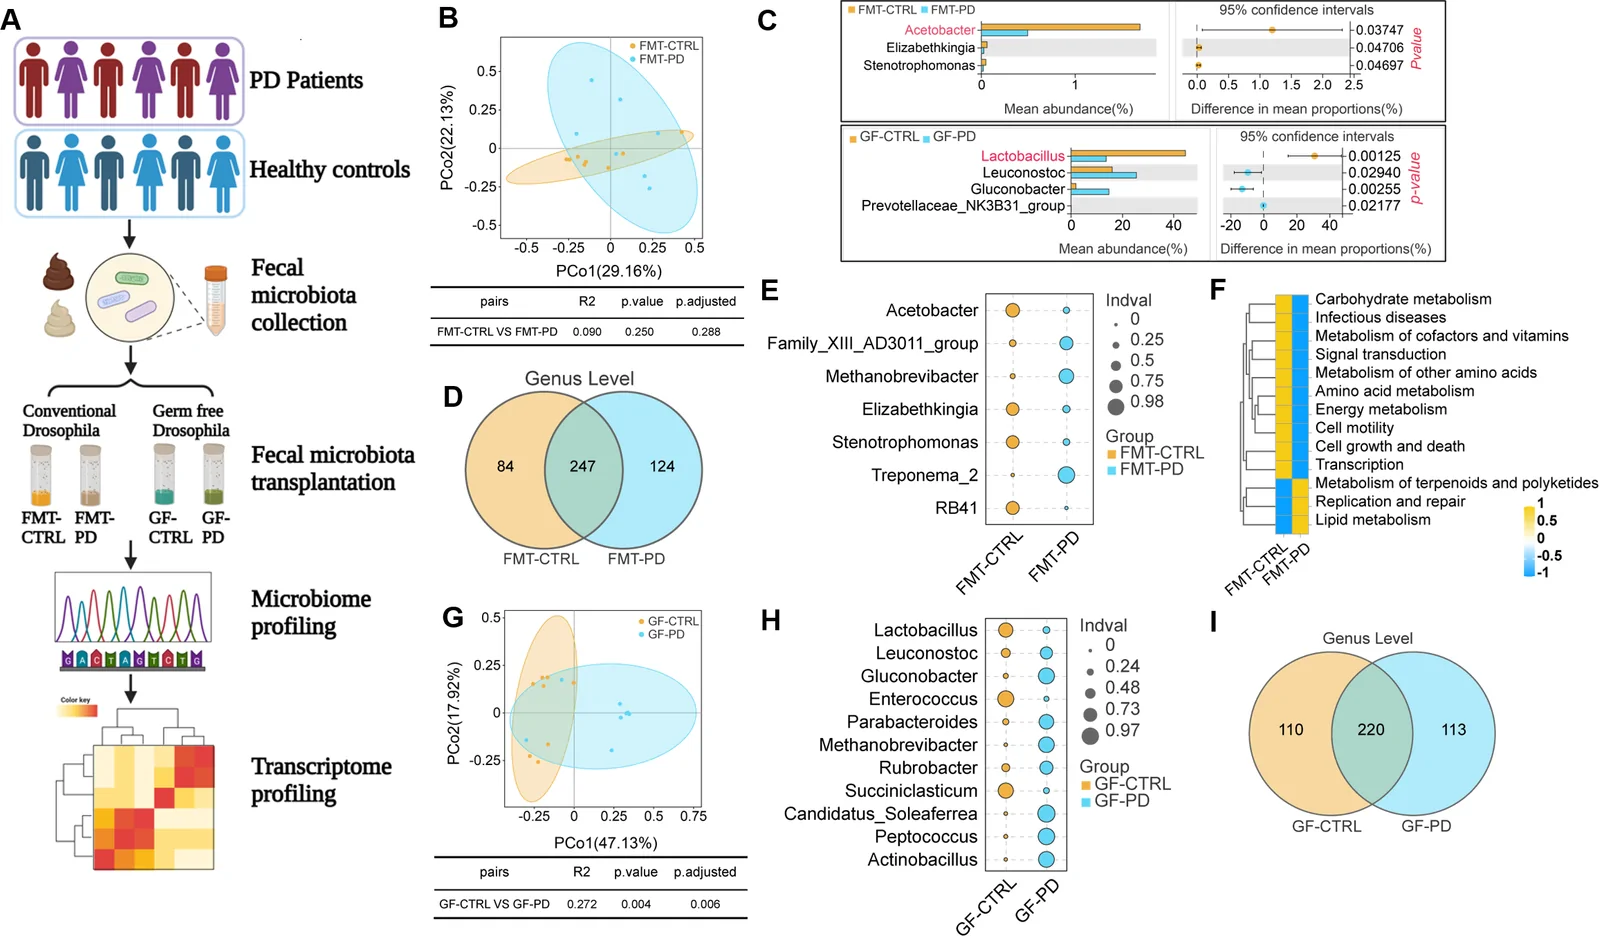
Microbial structure and diversity in *Drosophila* colonized with fecal samples from clinical patients. (**A**) Schematics diagram showing experimental design of this study. (**B**) Analysis of β-diversity of gut microbiota in FMT-CTRL and FMT-PD groups from conventional *Drosophila*. PCoA was used to calculate the distance between samples, and the clusters between groups were tested with PERMANOVA. Each point represents a sample, *n* = 7 or 8. (**C**) Welch’s *t*-test showing differences in species abundance for conventional *Drosophila* and germ-free *Drosophila*, *P < 0.05. (**D**) Venn diagram indicating the numbers of species in two groups. (**E**) Indicator value (Indval) of species in each group at the genus level. (**F**) Functional prediction heatmap with PICRUSt2. (**G**) Analysis of β-diversity of gut microbiota in GF-CTRL and GF-PD groups from germ-free *Drosophila*. PCoA was used to calculate the distance between each sample. Each point represents a sample, *n* = 8. (**H**) Indicator value (Indval) of species in each group at the genus level. (**I**) Venn diagram indicating the numbers of species in two groups.

The clusters of FMT-CTRL *Drosophila* and FMT-PD *Drosophila* appeared to be sparse by PCoA (Fig. 5B). However, the most significantly different genus was *Acetobacter* (Fig. 5C), which was also the different genus in a rotenone-induced PD model. Venn diagram was made to define the core microbiome at the genus level, and we identified 124 species specifically in FMT-PD *Drosophila* (Fig. 5D). We calculated the indicator value of each species in each group at the genus level and confirmed that *Acetobacter* was one of the indicator species between FMT-CTRL *Drosophila* and FMT-PD *Drosophila* (Fig. 5E). We analyzed functional pathways with PICRUSt2, and found that various metabolism pathways were different between FMT-CTRL *Drosophila* and FMT-PD *Drosophil*a (Fig. 5F). The microbial composition profiles for PD patients and healthy controls before FMT were also analyzed (Fig. S6), and the indicator values showed that *Acetobacter* was one of the indicator species. The alpha diversity of microbial composition for patient samples was insignificant, which may be due to the limited number of clinical samples.

The fecal samples from PD patients and healthy controls were also colonized into germ-free *Drosophila* followed by 16S rDNA sequencing (Fig. 5G). The indicator values of each species in each group at the genus level showed that *Lactobacillus* was one of the indicator species between GF-CTRL *Drosophila* and GF-PD *Drosophila* (Fig. 5H). In germ-free *Drosophila*, we identified 113 species specifically in GF-PD *Drosophila* (Fig. 5I). Together, our FMT experiments with PD patients in conventional *Drosophila* and germ-free *Drosophila* support our conclusion that *Acetobacter* and *Lactobacillus* are negatively associated with PD.

### PD-associated gut microbiota from clinical patients influences *Drosophila* metabolic signaling pathways

Next, we investigated the effects of PD-associated gut microbiota on host gene expression. We first analyzed the expression patterns between FMT-CTRL *Drosophila* and FMT-PD *Drosophil*a groups by drawing the heatmap according to gene expression profiles. The results showed that the expression patterns were significantly different between FMT-CTRL *Drosophila* and FMT-PD *Drosophil*a (Fig. 6A). PCA of RNA-seq data showed that three biological replicates from two groups were well clustered, while samples from FMT-CTRL *Drosophila* and FMT-PD *Drosophila* were clearly separated (Fig. 6B). Among these DETs, 858 transcripts were upregulated and 27 transcripts were downregulated when comparing FMT-CTRL *Drosophila* to FMT-PD *Drosophila* (Fig. 6C).

**Fig 6:**
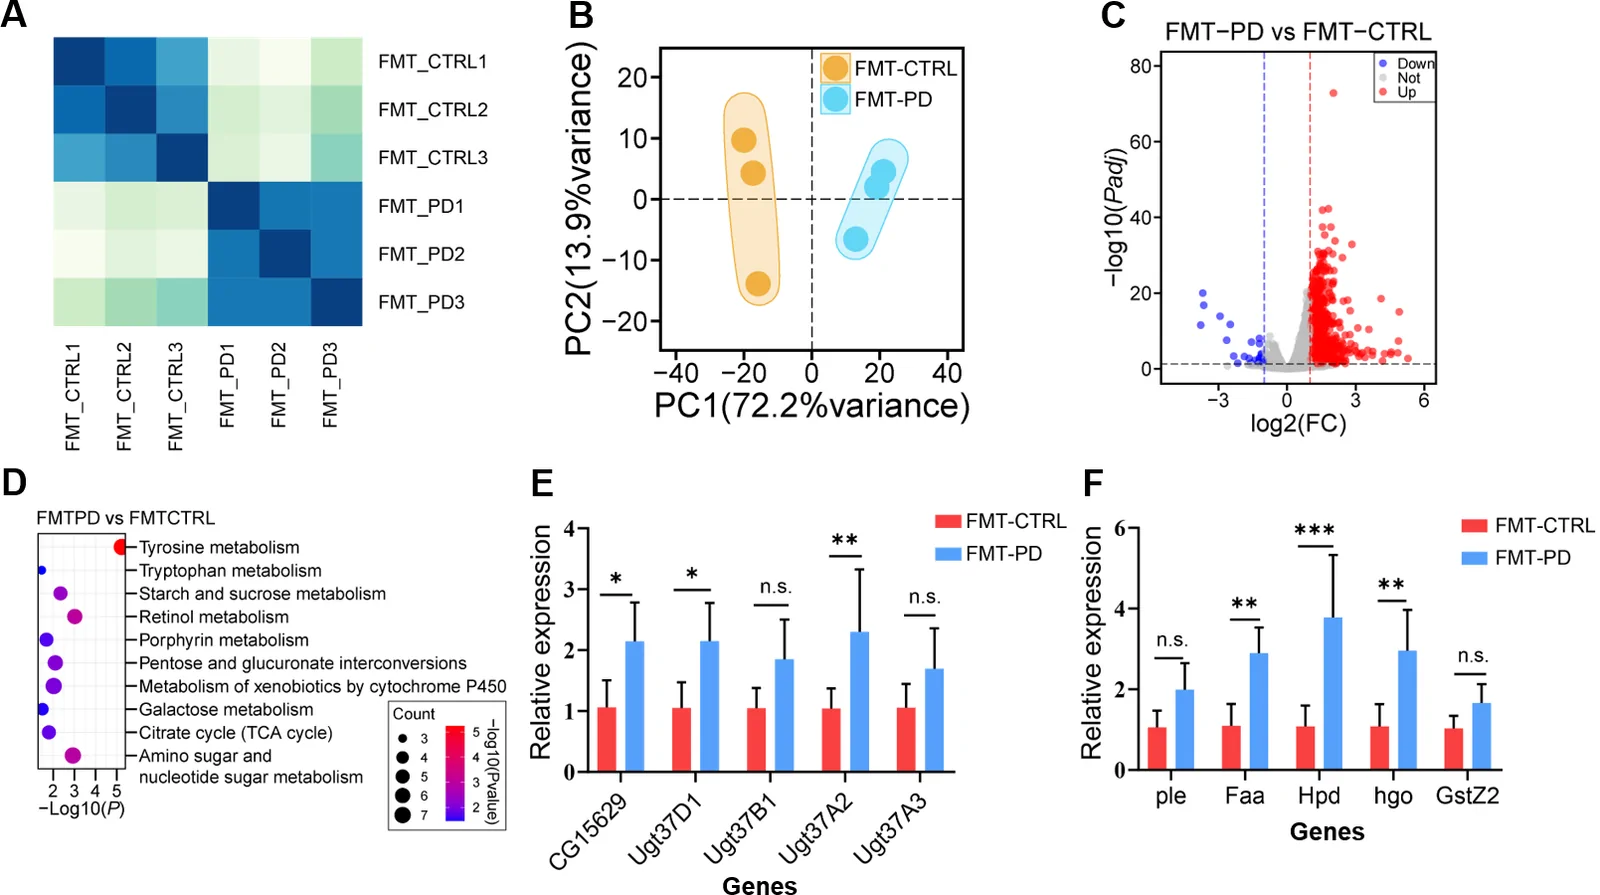
Analysis of *Drosophila* transcriptome transplanted with PD-associated gut microbiota from clinical patients. (**A**) Pearson correlation heatmap of RNA-seq data from FMT-PD group and FMT-CTRL group, *n* = 3. (**B**) PCA of RNA-seq data from FMT-PD group and FMT-CTRL group, *n* = 3. (**C**) Volcano plot showing differentially expressed genes of *Drosophila* transplanted with PD-associated gut microbiota. (**D**) Enrichment analysis of the KEGG pathway of differentially expressed genes. (**E**) Relative expression level of genes associated with tyrosine metabolism in RT-qPCR. (**F**) Relative expression level of genes associated with retinol metabolism in RT-qPCR. Significant differences are determined by the unpaired Student’s *t*-test. *P < 0.05, **P < 0.01, ***P < 0.001.

KEGG analysis was performed and the results revealed that differentially expressed transcripts were enriched in metabolism pathways, including tyrosine metabolism, retinol metabolism, starch and sucrose metabolism, galactose metabolism, and porphyrin metabolism (Fig. 6D). To verify the results of RNA-seq data, we selected differentially expressed genes enriched for tyrosine metabolism (Fig. 6E) and retinol metabolism (Fig. 6F) for RT-qPCR validations. The results showed that 6 out of the 10 upregulated transcripts in RNA-seq data were also upregulated in RT-qPCR experiments, indicating the validity and reliability of our RNA-seq data sets. Collectively, our *Drosophila* FMT experiments with fecal samples from clinical PD patients and rotenone-induced PD models revealed that PD-associated gut microbiota can influence the expression of genes enriched in metabolic signaling pathways.

## DISCUSSION

Multiple studies have also proven that the pathogenesis of the chronic PD is closely related to gut microbiota dysbiosis (18 – 20). Better understanding of the interaction between gut microbiota and PD may provide novel insights into PD pathogenesis and help develop new therapeutic strategies. *Drosophila melanogaster*, one of many species of fruit fly, has been used as an optimal research model in the field of genetic engineering. In recent years, *Drosophila* has gained attention as an experimental animal for gut microbiota research in neurodegenerative diseases (21). In this study, we established PD *Drosophila* models by rotenone and investigated the role of gut microbiota in the pathogenesis of PD. The result showed that PD flies exhibited reduced lifespan and climbing and flight defects, meanwhile the expression levels of marker genes in PD *Drosophila* were significantly lower than those in CTRL *Drosophila*, which was consistent with the previous report. Based on 16S rDNA sequencing, we found that the species diversity in the PD group was much lower than that of the CTRL group. Our results demonstrated that the *Drosophila* PD model was successfully constructed in our study.

FMT with gut microbiota has been emerging as a promising therapy in various diseases (22, 23). In addition, one case report suggested that FMT can protect the gastrointestinal dysfunctions and motor disorders in a PD patient (24). To further assess the effects of FMT treatment on PD, we treated *Drosophila* with FMT and found that the gut microbiota of flies could be clearly separated after FMT. We counted the top 10 abundant bacteria at the genus level, and we found that *Lactobacillus* is the most widely distributed gut microbiota followed by *Acetobacter*. It has been demonstrated that the gut microbiota can regulate many biological processes by influencing gene expression in insects (25, 26). Therefore, we performed transcriptomic analysis by RNA-seq to further identify the genes involved in biological processes influenced by gut microbiota. We found that the expression levels of transcripts were significantly different in the CTRL group compared with the PD group. It is noteworthy that DETs were enriched in neuroactive ligand-receptor interaction, lysosome, and diverse metabolic pathways in all pairs of comparisons (PD vs CTRL, CWFP vs CWOFP, and PWFC vs PWOFC). Notably, all comparisons generally showed a consensus of difference in microbes and gene expression. Our results from rotenone-induced PD models were supported by FMT experiments with fecal samples from clinical PD patients. In *Drosophila* transplanted with fecal samples from PD patients, *Acetobacter* and *Lactobacillus* were associated with differentially expressed genes enriched in diverse metabolic pathways. Importantly, we found that starch/sucrose/galactose metabolism pathways were enriched in both rotenone-induced PD models and FMT with clinical samples. Since rotenone was not included in the fly medium when we performed cross-colonization FMT, so presumably the observed differences in microbes and gene expression from comparisons of CWFP vs CWOFP or PWFC vs PWOFC were mainly from the effect of FMT experiments. However, the side effect from rotenone in our study could not be completely excluded and should be considered in future work, since rotenone-induced PD models and FMT with clinical samples still had many different functional pathways. Taken together, our FMT experiments with gut microbiota from both rotenone-induced PD samples or clinical patients samples suggested that PD-associated gut microbiota can impact host gene expression in *Drosophila*.

As previously indicated, the simplicity of fruit flies provides a prominent advantage for FMT (27, 28), and the simple gut microbiota of *Drosophila* can help us understand the impact of gut microbiota on host physiology. Although *Drosophila* has orthologs for about 75% of human disease-related genes and the fly’s nervous system shares basic structure and functional features with humans (29), there are still differences in gut microbiota compositions and gene expression patterns between *Drosophila* and humans. In our study, we found that many gut microbiota species identified from human fecal samples were hard to be colonized in *Drosophila*. In both rotenone-induced PD *Drosophila* and *Drosophila* colonized with PD patient samples, the abundance of the two gut bacteria *Lactobacillus* and *Acetobacter* were obviously changed. In addition, we found that conventional *Drosophila* and germ-free *Drosophila* have different altered gut microbiota after FMT experiments. While the results from different contexts suggested that both *Acetobacter* and *Lactobacillus* were associated with PD pathogenesis, the genera *Serratia* and *Weissella* could also be related to PD pathogenesis. For instance, the genus *Serratia* belongs to the family *Enterobacteriaceae* and is now recognized as an important pathogen capable of causing many infections (30). Whether the genera *Serratia* and *Weissella* are involved into the pathogenesis of PD requires further investigations. In addition, our experiments included the same numbers of male and female *Drosophila*. Since male and female flies have different mechanisms for physiological processes (31, 32) and female flies are larger than male flies, the results of microbiome and transcriptome may have gender bias. 

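Transcripts of one sex varied between libraries of the same group. The genes roX1 and roX2, noncoding RNAs of the male X chromosome, summed to 14.4 CPM in CWFP replicate 1 and to 89.5 and 103.5 CPM in CWFP replicates 2 and 3. In the PWFC group they summed to 114.6, 23.8, and 38.7 CPM in replicates 1, 2, and 3. Levels of the gene lists were taken as the median log2 difference of their genes from the mean of the 18 libraries. The testis list of 26 genes lay at -3.80 in CWFP replicate 1, against 0.73 and 1.39 in the other two CWFP libraries, and the accessory gland list of 24 genes at -3.08, against 1.56 and 1.68. In the CTRL group the testis list lay between 0.28 and 0.56, and in the PD group between 1.01 and 1.39. In PD compared with CTRL flies, the eggshell genes had a median log2 fold change of -2.55, with all 18 lower, and the genes of yolk proteins -1.80, with all 3 lower. The ovary germline list fell by 1.26 at the median, with all 8 genes lower. The testis list rose by 0.70, with 24 of 25 genes higher, the roX genes by 0.50, and the accessory gland list changed by -0.13, a value whose sign turned under upper quartile normalization. In PWOFC compared with CWOFP flies these medians were 1.70 for the eggshell, 1.50 for the yolk protein, 0.42 for the ovary germline, -0.73 for the testis, -0.55 for the roX, and -0.60 for the accessory gland list. Between CWFP and CWOFP flies the medians were 0.85 for the eggshell, -0.10 for the yolk protein, 0.01 for the ovary germline, 0.71 for the accessory gland, 0.18 for the testis, and -0.25 for the roX list. Of these, the eggshell and accessory gland lists passed under camera (adjusted p = 3.61e-05 and 0.0112, Benjamini-Hochberg adjustment over 17 lists), and none passed under fry, with a smallest adjusted p of 0.956. With the replicate number as a block the median of the eggshell list turned negative, and the accessory gland list no longer passed. The test of the testis list pointed downward there, against its median. Between PWFC and PWOFC flies the medians lay between -0.30 for the ovary germline and 0.06 for the roX list, whose test pointed downward. The ovary germline list, with all 8 genes lower, and the testis list, with 19 of 25 lower, passed there under camera (adjusted p = 0.0205 and 0.0371, Benjamini-Hochberg adjustment) and not under fry (adjusted p = 0.860 and 0.989).

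**Figure D3:**
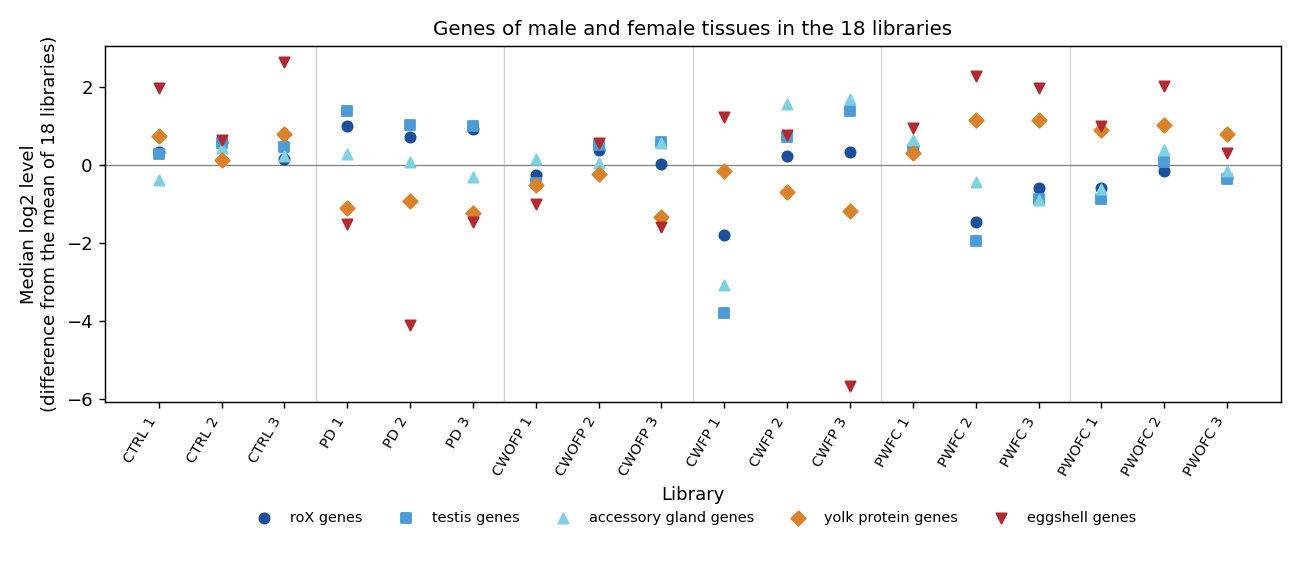
Median log2 level of the roX, testis, accessory gland, yolk protein, and eggshell genes in each of the 18 libraries, relative to the mean of all libraries. CWFP replicate 1 lies lowest for the testis list, at -3.80, and for the accessory gland list, at -3.08.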

RNA transcript abundance results could be biased toward female flies, and qPCR/RNA-seq experiments using single gender of flies are warranted to separate the effects of male and female flies. In the future, individual strain colonization should be carried out in a specific gender of *Drosophila* to explore the mechanism of gut microbiota on PD. Future work should also include more controls to rule out the side effects from other factors, such as non-FMT *Drosophila* controls when using clinical samples for colonization.

In summary, our results revealed the effect of gut microbiota on PD *Drosophila* by FMT and suggested that reduced *Acetobacter* and *Lactobacillus* were associated with PD pathogenesis. Transcriptome data analysis demonstrated that PD-associated gut microbiota could affect *Drosophila* gene expression. Taken together, our findings provide fundamental information for the impact of gut microbiota on transcriptomes in PD revealed by FMT. We anticipate this study can facilitate the understanding of the mechanism underlying PD treatment with FMT in clinical practice.

## MATERIALS AND METHODS

### Construction of rotenone-induced PD model in Drosophila

*Drosophila* melanogaster w^1118^ was reared at 25℃ under 12-hour light/12-hour dark cycles on yeast-glucose medium (1 L water, 100 g yeast, 100 g glucose, 1.2% agar, and 0.1% potassium sorbate) (33, 34). To construct PD model, we first dissolved rotenone (C_23_H_22_O_6_, #83–79-4, Dingguo Biotechnology Co., Ltd.) in DMSO as a stock solution (25 mM). Adult flies (day 7 post-eclosion) were cultured in a yeast-glucose-based medium supplemented with 70 µL of rotenone stock solution or DMSO for 7 days according to previous literature (16). For the control, *Drosophila* was cultured in a yeast-glucose-based medium containing only DMSO (#60313ES60, Yeasen). Each bottle contains the same number of male and female flies. Rotenone-containing food was freshly prepared, and the food should be changed every 2 days to ensure the efficacy.

### Survival and locomotion assays

For the phenotypic experiments, adult flies were transferred to yeast-glucose medium with either DMSO (CTRL flies) or 250 µM rotenone dissolved in DMSO (PD flies) for 7 days. In order to validate the PD *Drosophila* model, 80 flies subdivided into 4 replicates (20 flies in each replicate) and were used for PD and CTRL, respectively. For the evaluation of the drug feeding effect, the surviving number of *Drosophila* was recorded every day. We determined locomotor ability with a negative geotaxis assay. Flies (male to female as 1:1) were anesthetized and placed in a vertical plastic column (length, 25 cm; diameter, 1.5 cm). After 30 minutes recovery from CO_2_ exposure, flies were gently tapped to the bottom of the column. Each 1 minute interval, the number of flies that climbed across a target line was recorded (35). Three replicates (20 flies in each replicate) were included in each timepoint and average numbers of flies were used for statistical analysis.

### Fecal microbiota transplantation experiments

For FMT experiments with fecal samples from rotenone-induced PD models in *Drosophila*, we first obtained rotenone-induced PD flies or CTRL flies as in the above method. After 7 days, *Drosophila* were anesthetized with CO_2_, then surface disinfected with 70% ethanol, and washed with sterile PBS (#C0221A, Beyotime) three times. PD flies or CTRL flies were ground separately in 500 µL PBS solution with steel balls to obtain gut content. Each gut content was derived from PD flies or CTRL flies with equal numbers of males and females to avoid sex bias (10 flies per replicate). For cross-colonization experiments, PD flies were then fed for another 7 days with medium containing 50 µL of gut content from CTRL flies. Similarly, CTRL flies were fed for another 7 days with medium containing 50 µL of gut content from PD flies. For other groups of *Drosophila* without FMT, the flies were continuously reared in yeast-glucose medium for another 7 days. For FMT with fecal samples from clinical PD patients, stools were taken from −80℃ and thawed in water bath at 37℃. Fecal samples from individual PD patients or normal control were then pooled and homogenized in sterile PBS with a final concentration of 200 mg feces/2 mL. Pooled samples were centrifuged at 12,000 rpm for 2 minutes, and fecal suspension were collected in sterile centrifuge tubes. FMT with patient microbiome was colonized into conventional *Drosophila* and germ-free *Drosophila*. For FMT experiments in *Drosophila*, about 200 µL of fecal suspension was added to *Drosophila* medium (without rotenone). For FMT in germ-free *Drosophila*, we first prepared germ-free *Drosophila* as previous described (36), and FMT procedures were the same as the conventional *Drosophila*. Twenty flies (male to female as 1:1) were collected on day 7 post-eclosion for 16S rDNA sequencing and RNA sequencing.

### 16S rDNA sequencing

High-throughput 16S rDNA-seq was performed in Gene Denovo Biotechnology Co. Ltd. in Guangzhou. Microbial DNA from *Drosophila* was extracted using HiPure Stool DNA Kit (#D314103, Magen, Guangzhou, China) according to manufacturer’s protocol. The 16S rDNA target region of the ribosomal RNA gene was amplified by PCR (95℃ for 5 minutes, followed by 30 cycles at 95℃ for 1 minute, 60℃ for 1 minute, and 72℃ for 1 minute and a final extension at 72℃ for 7 minutes). The primers corresponding to V3–V4 regions of 16S rRNA gene were used for PCR: 341F (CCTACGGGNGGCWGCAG) and 806R (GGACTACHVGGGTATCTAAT). PCR reactions were performed in triplicate 50 µL mixture containing 50 ng of template DNA using SMRTbell Template Library Preparation Kit (PacBio, Menlo Park, USA). Amplicons were extracted from 2% agarose gels and purified using AxyPrep DNA Gel Extraction Kit (#AP-GX-250, Axygen Biosciences) according to manufacturer’s instructions and quantified using ABI StepOnePlus Real-Time PCR System (Life Technologies). Purified amplicons were pooled in equimolar and paired-end sequenced (PE250) on an Illumina platform according to the standard protocols.

### Gut microbiome data analysis

For microbiome data analysis, the representative OTU sequences or ASV sequences were classified into organisms by a naïve Bayesian model using RDP classifier (37) (version 2.2) based on SILVA database (38) (version 132) or UNITE database (39) (version 8.0) or ITS2 database (40) (version update_2015), with the confidence threshold value of 0.8. Venn analysis was performed in R project Venn Diagram package (41) (version 1.6.16) and UpSet plot was performed in R project UpSetR package (42) (version 1.3.3) to identify unique and common species or OTUs or ASVs. Biomarker features in each group were screened by Lefse software (43) (version 1.0). OTU/ASV rarefaction curve and rank abundance curves were plotted in R project ggplot2 package (version 2.2.1). The KEGG pathway analysis of the OTUs/ASV was inferred using PICRUSt2 (44) (version 2.1.4). Microbiome composition data were analyzed using PCoA, and the clusters were tested with PERMANOVA. The software ggplot2 was used in the geom_mark_ellipse() function inside ggforce to differentiate each group of samples by drawing ellipses and colors according to the group. Based on the level of OTUs, differences in Bray-Curtis distances between groups were calculated using the R language vegan package. The pairwise Adonis test was performed based on the Bray-Curtis distance through the R language pairwiseAdonis package to determine the significance of the difference between the two groups. Chao1, Simpson (1 - ∑(Pi)^2^), and all other alpha diversity indexes were calculated in QIIME. OTU rarefaction curve and rank abundance curves were plotted in QIIME, and multivariate statistical techniques were calculated and plotted in the R project.

Microbiome phenotypes were classified using BugBase (https://github.com/knights-lab/BugBase), which was based on the Greengenes database using OUT sequences. The mapped microorganisms were divided into different categories, including Gram positive, Gram negative, biofilm forming, pathogenic, mobile element containing, aerobic, anaerobic, facultatively anaerobic, and oxidativestress tolerant. There are some overlaps among different categories, so the total proportion with all categories could be over 100%. For example, the total proportion will be 100% if only “Gram positive” and “Gram negative” categories are summarized, while Bugbase includes more than Gram positive and Gram negative categories.

For indicator species analysis, the numbers of OUT sequences were used to obtain differential OUTs in R project edgeR package, indicspecies and labdsv packages in R project were used to calculate the indicator value of each species. The indicator values were finally tested with cross-validation and presented as bubble plots.

### RNA sequencing

After total RNA was extracted, the enriched mRNAs by Oligo(dT) beads were fragmented using fragmentation buffer and reverse transcribed into cDNA with random primers using the NEBNext Ultra RNA Library Prep Kit for Illumina (#E7530, NEB) following manufacturer’s instructions. For first-strand cDNA synthesis, the fragmented and primed mRNA was reversed into cDNA using ProtoScript II Reverse Transcriptase (#M0368S, NEB) in a 20 µL reaction with the procedure of 10 minutes at 25℃ and 15 minutes at 42℃ followed by 15 minutes at 70℃. For second-strand cDNA synthesis, the Second Strand Synthesis Enzyme Mix was added to the First-Strand Synthesis reaction to react at 16℃ for 1 hour in an 80 µL reaction. Then, the cDNA fragments were purified with QiaQuick PCR Extraction Kit (#28104, Qiagen), end-repaired, poly(A) added and ligated to Illumina sequencing adapters. The ligation products were size-selected by agarose gel electrophoresis, PCR-amplified, and sequenced using Illumina HiSeq2500 by Genedenovo Biotechnology Co, Ltd (Guangzhou, China).

### Transcriptome data analysis

For data processing, quality control of sequencing data were assessed with FastQC. Adaptor sequences were trimmed by cutadapt (45) with at least 30 nt remaining length, and clean reads were mapped to the dm6 Drosophila reference genome using HISAT2 (46). FeatureCounts (47) was used to count the number of reads that mapped to a gene. Gene expression level was calculated by R package DESeq2 (48). Hierarchical clustering and principal component analysis were used to visualize the effect of different groups. The software ggplot2 was used in the geom_mark_ellipse() function inside ggforce to differentiate each group of samples by drawing ellipses and colors according to the group. Differentially expressed genes between two groups were identified by false discovery rate [adjusted *P*-value < 0.05 and log2(fold change) >1]. In order to obtain biological annotation of differentially expressed genes, gene ontology analysis was performed by clusterProfiler (49). For the correlation analysis of transcriptome and microbiome, the average value of three biological replicates corresponding to gene expression in each group was used for transcriptome data, and the average of the relative abundance of five biological replicates at the genus level in each group was used for microbiome data. Based on the above data for each group, the Spearman coefficient correlation analysis was performed using the corr.test function of the psych package in the R project.

### RNA preparation and RT-qPCR analysis

To validate the expression level of DETs from RNA-seq, RNAs were extracted from different batch of *Drosophila* adults in 1 mL Trizol with sterilized steel balls. The RNA samples were dissolved in an appropriate amount of DEPC water. NanoDrop 2000 spectrophotometer (ThermoFisher) was used to quantify the concentration and purity of total RNA at a wavelength of 260 nm. The Hifair II First Strand cDNA Synthesis Super Mix for qPCR (#11123ES60, Yeasen) was used to synthesize cDNA. Three biological replicates were used for quantitative reverse transcription PCR analysis using HieffSYBR Mixture (#11201ES08, Yeasen). The relative mRNA level of gene expression was measured with Rp49 as internal control by calculating the values of ∆Ct^Gene^/∆Ct^Rp49^ and analyzed by the 2^-∆∆Ct^ method. Primer sequences used for RT-qPCR analysis in this study are listed in Table S1.

### Statistics

Statistical analyses were performed using GraphPad Prism (version 8.0), and the log-rank test was applied in order to plot the survival curves. Student’s *t*-test was used to evaluate the difference between the climbing assay and qPCR quantitative results. *P* < 0.05 was considered as significant difference.

## Data Availability

The authors confirm that the data supporting the findings of this study are available within the article and its supplementary materials. The 16S rRNA sequencing data in this study have been deposited at NCBI Sequence Read Archive under BioProject accession number PRJNA914678. The RNA sequencing data in this study have been deposited at NCBI GEO database under accession number GSE221760.

# Supplementary material for: The impact of Parkinson’s disease-associated gut microbiota on the transcriptome in Drosophila
**Source:** Microbiol Spectr. 2023 Sep 27;11(5):e00176-23. doi: 10.1128/spectrum.00176-23
**Supplement:** Supplemental file 1 — Fig. S1 to S6.

**Supplementary Information**

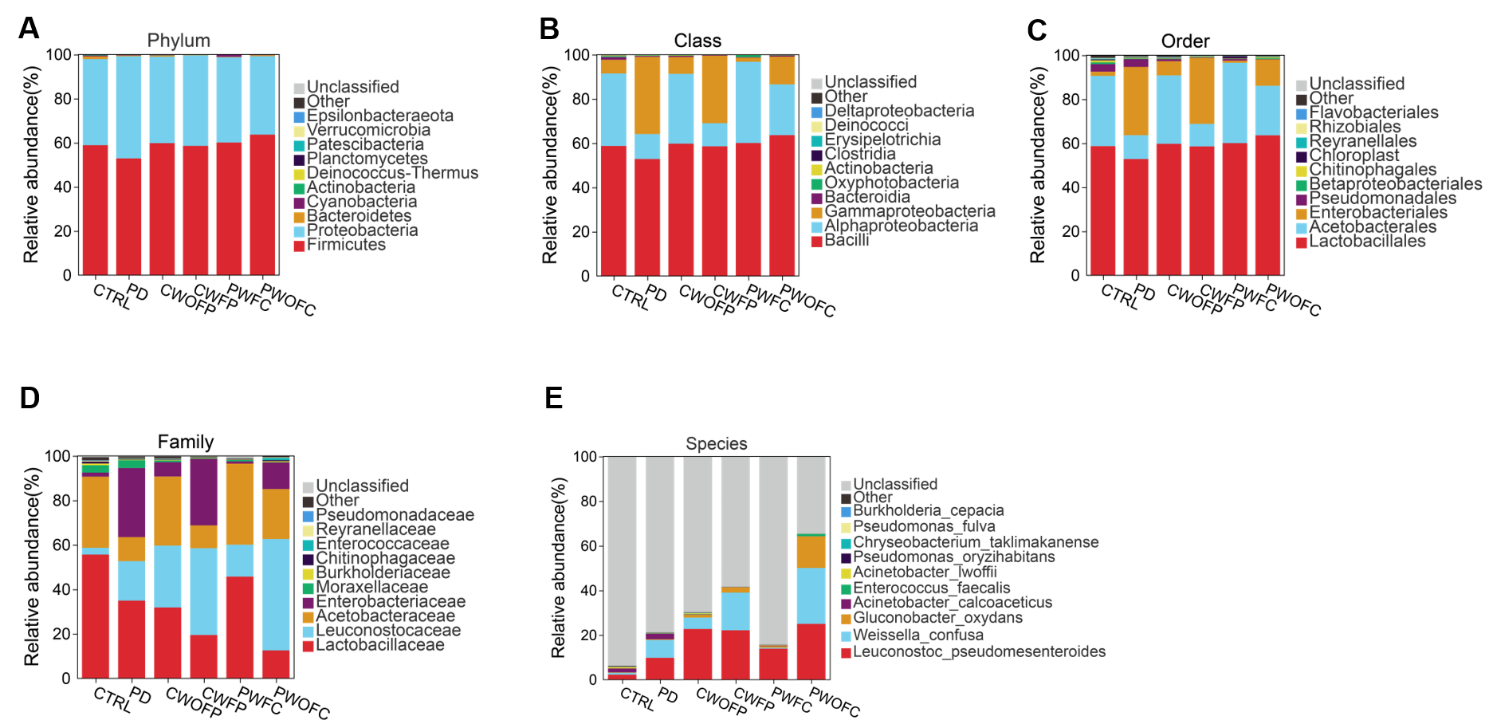

**Figure S1. Microbial analysis of samples from different groups (*n* = 5).** (A) Gut microbiota analysis of bacterial structure in six groups at phylum level. (B) Gut microbiota analysis of bacterial structure in six groups at class level. (C) Gut microbiota analysis of bacterial structure in six groups at order level. (D) Gut microbiota analysis of bacterial structure in six groups at family level. (E) Gut microbiota analysis of bacterial structure in six groups at species level. Groups include control *Drosophila* (CTRL), Parkinson's *Drosophila* (PD), control *Drosophila* without FMT from Parkinson's *Drosophila* (CWOFP), control *Drosophila* with FMT from Parkinson's *Drosophila* (CWFP), Parkinson's *Drosophila* with FMT from control *Drosophila* (PWFC) and Parkinson's *Drosophila* without FMT from control *Drosophila* (PWOFC).

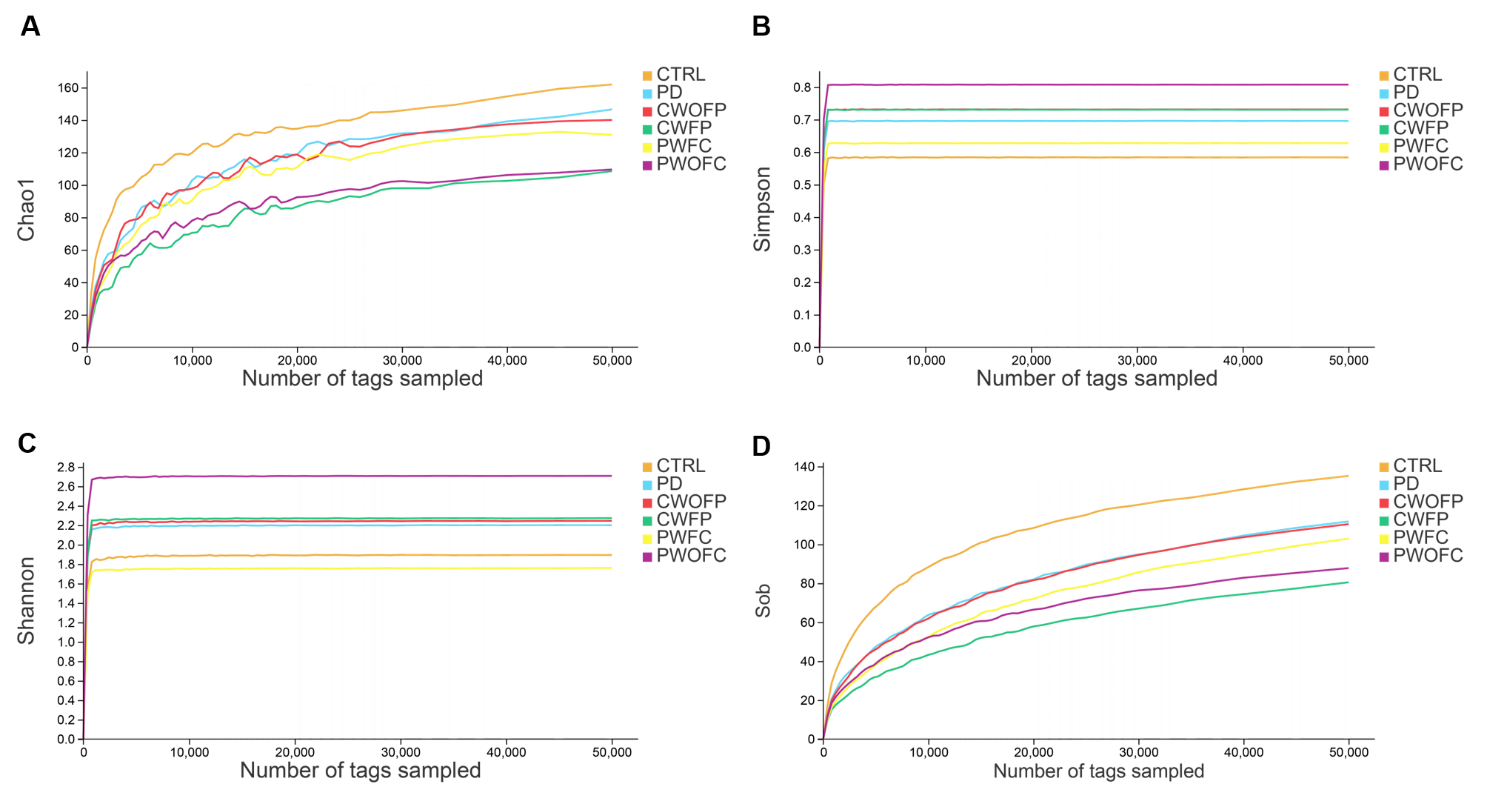

**Figure S2.** **Alpha diversity of microbial compositions before and after colonization.** (A) Dilution curves of Chao1 index in different groups. (B) Dilution curves of Simpson index in different groups. (C) Dilution curves of Shannon index in different groups. (D) Dilution curves of Sob index in different groups. The diversity of microbial composition and numbers of tags were used to plot dilution curves to represent sequencing depth of each sample. Groups include control *Drosophila* (CTRL), Parkinson's *Drosophila* (PD), control *Drosophila* without FMT from Parkinson's *Drosophila* (CWOFP), control *Drosophila* with FMT from Parkinson's *Drosophila* (CWFP), Parkinson's *Drosophila* with FMT from control *Drosophila* (PWFC) and Parkinson's *Drosophila* without FMT from control *Drosophila* (PWOFC).

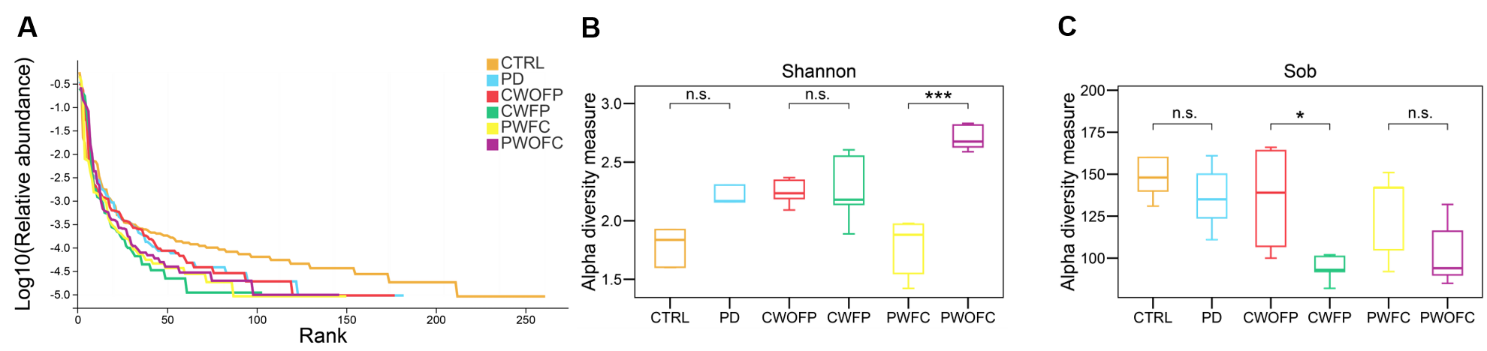

**Figure S3. Microbial compositions before and after colonization.** (A) Rank abundance curves in different groups. The x-axis represents OUT ranks, and the y-axis represents relative abundance in the form of log10. (B) Kruskal-Wallis test analysis of Simpson α-diversity index in different groups (*n* = 5). (C) Kruskal-Wallis test analysis of Sob α-diversity index in different groups (*n* = 5). Groups include control *Drosophila* (CTRL), Parkinson's *Drosophila* (PD), control *Drosophila* without FMT from Parkinson's *Drosophila* (CWOFP), control *Drosophila* with FMT from Parkinson's *Drosophila* (CWFP), Parkinson's *Drosophila* with FMT from control *Drosophila* (PWFC) and Parkinson's *Drosophila* without FMT from control *Drosophila* (PWOFC).

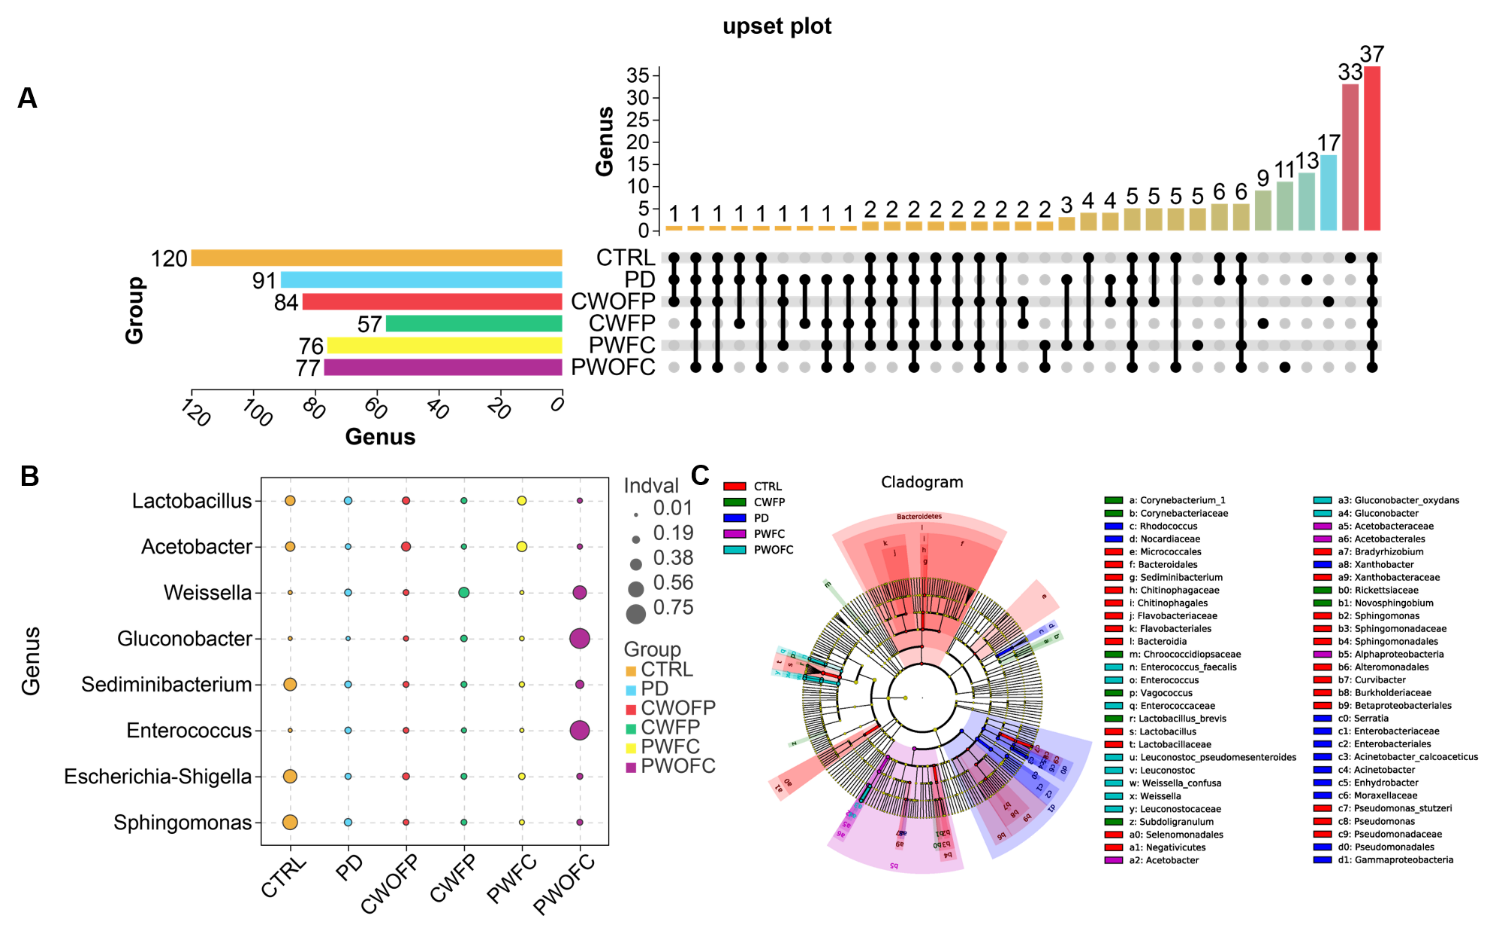

**Figure S4.** Indicator species analysis of 16S rDNA sequencing data of six groups (*n* = 5). (A) Upset graph of six groups at genus level. The horizontal columns on the left represent the numbers of species in each group. The upper right is the numbers of common/unique species represented by the corresponding dot matrix and the lower right is the dot matrix of the intersection part. The numbers in left column represent the genus identified in each group, and the numbers in upper right column represent common genus identified among all groups. In lower right, a single dot represents the unique genus and the linked dots represent genus shared among groups. (B) The abundance value in each group>0 and total proportion>0.1% of species in each group's indicator value (Indval), p-value<0.05. Indval means indicator value, the larger of the dots indicates the higher possibility of the species as the biomarker. (C) LEfSe depicting taxonomic association between microbiome communities from different groups. In the left, each circle on a different taxonomic level represents a species under that taxonomic level and the diameter of the circle is proportional to the relative abundance. In the right, the biomarkers in each group are shown, each color for the biomarkers are the same as the group.

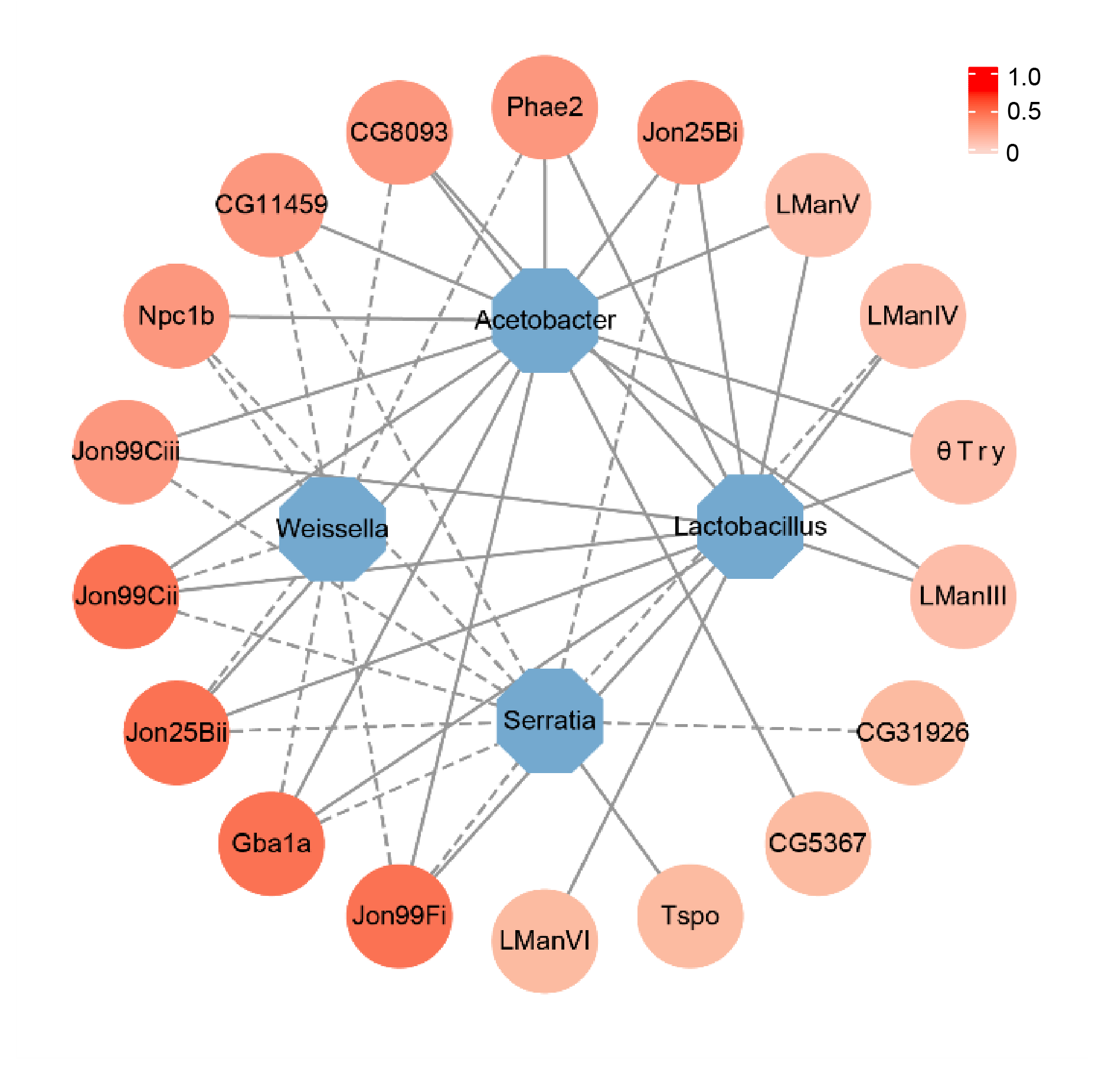

**Figure S5.** **Upregulated and downregulated transcripts were selected to analyze the correlation with the microbiome.** Networks with significant correlations were drawn using Cytoscape software. The value of correlation coefficient ranges from 0 to 1, and darker colors indicate greater correlation. The solid line and dashed line indicated positive correlation and negative correlation, respectively.

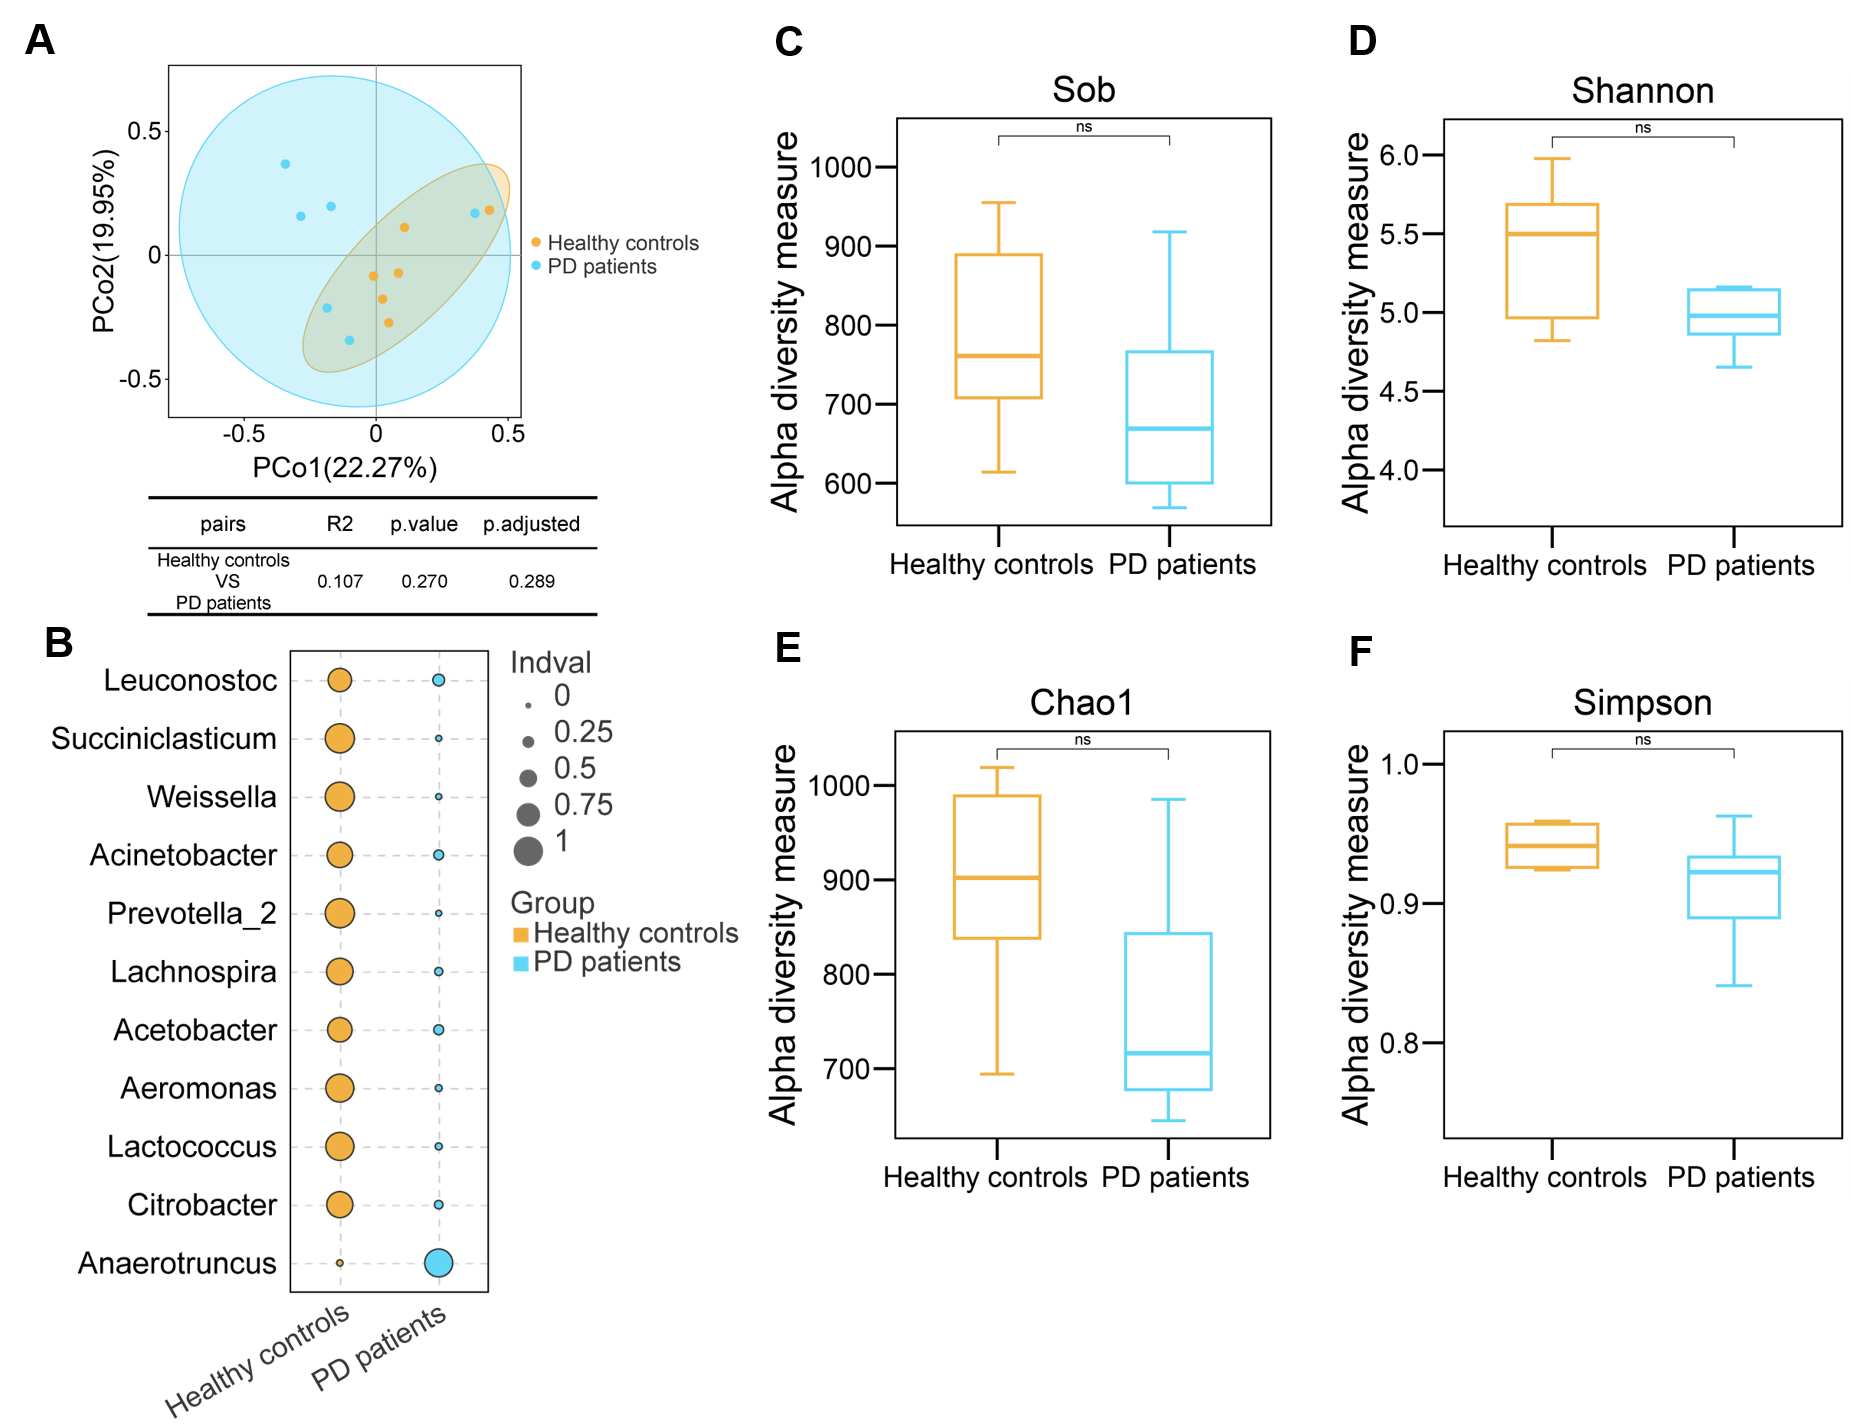

**Figure S6. Alpha and Beta diversity of human gut microbiota in each group (*n*=6).** (A) PCoA based on bray-Curtis distances at the OTU level between healthy controls and PD patients, the clusters between groups were tested with PERMANOVA. (B) Indicator value (Indval) analysis of 16S rDNA sequencing data of healthy controls and PD patients. (C) The Alpha diversity analysis of Sob index in healthy controls and PD patients. (D) The Alpha diversity analysis of Shannon index in healthy controls and PD patients. (E) The Alpha diversity analysis of Chao1 index in healthy controls and PD patients. (F) The Alpha diversity analysis of Simpson index in healthy controls and PD patients.

How the deposited data were processed for this re-analysis (not part of the article)

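The re-analysis started from the table of gene counts of 18 RNA-seq libraries of whole adult *Drosophila*, 3 libraries for each of the CTRL, PD, CWFP, CWOFP, PWFC, and PWOFC groups. Each library was assigned to its group by its sample label and the paper's description of the groups, and every column of the table was used. Of the 24 samples labelled in the series, 6 samples of the experiment with patient microbiota were not analysed here. The microbiome sequencing, RT-qPCR, and phenotypes were not analysed here either, apart from the genus abundances of the paper's Table S3.

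The authors trimmed adapters with cutadapt, mapped the reads to dm6 with HISAT2, and deposited the count of reads on each FlyBase gene from featureCounts, as whole numbers without normalization. The replicates were deposited as separate columns. The versions of these tools, the release of the annotation, and the handling of strand and of reads with several matches are not named in the paper's text, so the counts of overlapping genes, of *δTry* and *γTry*, of the *Hsp70* copies, and of neighboring Jonah genes were treated as uncertain. The paper names DESeq2 for gene expression and thresholds for DETs of adjusted p and log2 fold change. Of the 17611 gene identifiers, 55 had no symbol in the table of names and no position in the annotation. Symbols and positions came from the Ensembl annotation of BDGP6.54, whose coordinates are those of dm6.

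The total count per library was between 17920498 and 29165130. For each of 18 pairs of replicates a chi-square over genes with at least 10 counts was checked against sampling noise, and every pair exceeded it, with values per degree of freedom of 22.4 or more. The most abundant transcript in every library was the large mitochondrial ribosomal RNA.

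Counts were analysed with edgeR 4.0.16, limma 3.58.1, and DESeq2 1.42.0 in R 4.3.3, distances with vegan 2.7.1, and tables with Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1, and matplotlib 3.10.9. The tests, the gene lists, and the alternatives were set before the data were examined, apart from those named in the closing section as chosen later. Each comparison of 2 groups was fitted on its own 6 libraries, with no covariate. Genes were kept by filterByExpr, libraries were scaled by TMM, and genes were tested by glmQLFit and glmQLFTest with robust estimation of the spread. DETs had a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 1. The change of the effect of rotenone between day 7 and day 14, and that of the effect of FMT between flies with and without rotenone history, were tested as interactions over the libraries of the 4 groups involved. Log2 CPM used a prior count of 2.

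Gene lists were tested with camera at a preset correlation of 0.01, with fry as the alternative. There were 17 lists: the paper's proteases, the Jonah family, the LMan family, complex I, receptors, lysosome, eggshell, yolk proteins, ovary germline, accessory gland, testis, roX, larva-pupa, antimicrobial, heat shock, tyrosine, and Ugt37 genes. A further list of early zygotic genes was written after the data were seen. The genes named in the text are every gene that the paper names in its text, Table S1, or Fig. 4C, and, in each comparison, the 3 DETs with the highest and the 3 with the lowest log2 fold change among those whose 3 libraries of one group all lay above the 3 of the other and that had at least 10 counts in every library of the higher group. Genes outside this rule are named as chosen after their values were seen.

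Correlations between CTRL and PD libraries, distances between libraries on the 500 most variable genes, and correlations of group means with genus abundances used exact permutation tests where the number of groups or libraries was below 10, and permutations otherwise.

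The tests were tested on simulated counts drawn with the means, sizes, and gene-wise spread of the real libraries, with about 200 genes changed by a log2 fold change of 2. Each gene was drawn independently from a negative binomial with the spread that edgeR had estimated. No library was set apart and no genes moved together, unlike in the real libraries. The rates below therefore do not give the power or the false share of the real calls. In a simulation of PD and CTRL libraries with 12513 genes tested, edgeR recovered 96% of 198 changed genes with 7.32% false calls. DESeq2, which was given all simulated genes and so kept all 200 changed genes in every simulation, recovered 95% of these with 8.65% false calls. For CWFP and CWOFP libraries with 12237 genes tested edgeR recovered 41.5% of 195 changed genes with 4.71% false calls, and DESeq2 65.5% of 200 with 37.3% false calls. For PWFC and PWOFC libraries with 11884 genes tested, these values were 69.4% of 196 changed genes and 5.56% for edgeR, and 83.5% of 200 and 22.7% for DESeq2. For PWOFC and CWOFP libraries with 12165 genes tested, they were 83.2% of 197 changed genes and 4.09% for edgeR, and 88.5% of 200 and 15.3% for DESeq2. In the simulated interaction of rotenone with day over 12704 genes, edgeR recovered 69.3% of 199 changed genes with 4.17% false calls, and in that of FMT with rotenone history over 12567 genes 40.5% of 195 with 2.47% false calls.

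Groups share replicate numbers in the labels, which neither the labels nor the paper tie to a batch or day. Whether the numbers pair the libraries was checked by the correlation, over genes, of the deviations of same-numbered libraries from their group means. For CWFP and CWOFP libraries it was 0.488, 0.256, and 0.354, above 0.1 for every number, so these libraries were also compared with the number as a block, a pairing that comes from the data alone.

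The alternatives tried were relative log expression and upper quartile normalization, DESeq2, no filter on low counts and a stricter one (at least 10 counts in every library of one group and a mean of at least 1 CPM), one fit of all 6 groups, the replicate number as a block, adjusted p alone, each library left out in turn, variance stabilized counts, untransformed CPM, other sets of genes, Pearson's r, and exchanged columns of Table S3. Enrichment of KEGG pathways was left out because the sets were not at hand. Samples without counts were left out of every fit.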

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

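The counts of other splits of the libraries, the test of the Jonah genes, and the tests on larval, pupal, and early zygotic transcripts were chosen only after the results were seen, as were the covariates, and the list of early zygotic genes was written after raised genes of the E(spl) and Bearded complexes, none of which it holds, had been noticed. The test on the sex make-up of the pools in the interaction was written before its own result was seen, but it replaced a test with the testis list as a covariate after the result of that test had been seen.

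The change between rotenone-fed and DMSO-fed flies differed between the 2 days. The difference itself was tested as an interaction, PWOFC minus CWOFP against PD minus CTRL, and 2871 of 12817 genes passed both thresholds, 1355 with a more positive change on day 14 and 1516 with a more negative one, and 6536 had an unadjusted p under 0.05. The day is tied to age, to the 7 days without rotenone that PWOFC flies had, and to the lack of any batch record for the libraries. Of 100 regroupings of the libraries drawn at random, the real one included, 1 gave as many genes, and the largest other count was 1207, so a regrouping at random rarely reached such counts. Without CTRL replicate 2 the count was 3862, and without PD replicate 1 it was 1170, without CTRL replicate 3 it was 1554, without PWOFC replicate 1 it was 1575, and without CTRL replicate 1 it was 1830. The sex make-up of the pools may account for much of this. In the CWFP and PWFC libraries, which are not part of this test, a slope of each gene on the level of the testis list was fitted, and with the shift of -1.18 in that level it foretold the sign of the interaction for 95.3% of 2855 called genes and for 84.8% of all 12792 genes (r = 0.593 and Spearman's rho = 0.776 over genes). With the level of the testis list in the model, 229 genes were called, of which 184 were among the 2871, and with roX1 in the model 1401, of which 1211 were shared. These covariates are themselves expression values that rotenone could change, so they do not separate the sexes in the pools from an effect of rotenone on the gonads. For the Jonah genes the values argue against the sex make-up as the whole cause. Their median interaction was 2.29, the slope foretold 0.00256, and with the testis list in the model it was 2.92, with 16 of 16 genes more positive. Of these genes 12 were called, and 4 with the testis list in the model, so single genes were called less often there. Recovery from rotenone by day 14 would bring the change of that day toward 0. For the Jonah and yolk protein genes the values argue against recovery alone. Their medians went from -0.70 and -1.80 on day 7 to 2.22 and 1.50 on day 14, with all 15 and all 3 genes higher. Recovery stays open for other genes, such as the complex I and tyrosine lists, with medians of -0.09 and 0.07 on day 14. A difference in age or handling between the days also stays open.

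Transcripts of larvae and pupae appeared in libraries of adult flies. Of 30 genes of the larva-pupa list with at least 10 counts over the libraries, 23 had their highest level of the 18 libraries in CWOFP replicate 1 or 3. These libraries were picked because the genes peaked there, so the number describes the pattern and tests no explanation. The genes of the list summed to 259.5 CPM in CWOFP replicate 1 and 115.4 in replicate 3, against 11.8 in CWOFP replicate 2, 89.2, 29.5, and 84.0 in the CTRL libraries, and 77.7 in PWFC replicate 2. Pupae or newly eclosed flies in those pools cannot be told apart from other origins of these transcripts by these 23 peaks, since no library was named in advance. No biological explanation was tested, since the replicates of a group share every condition that the design names.

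Transcripts of early zygotic genes were raised in some libraries of day 14. Of 25 early zygotic genes with at least 10 counts over the libraries, 17 had their highest level in one of the 3 PWOFC libraries or in PWFC replicate 1, libraries picked because the genes were raised there. The genes summed to 195.2, 249.8, and 159.4 CPM in PWOFC replicates 1, 2, and 3 and to 182.7 in PWFC replicate 1, against 159.0, 102.6, and 163.7 in the CTRL libraries. By this sum PWOFC replicate 3 did not exceed the CTRL range, but its median log2 level of 0.20 lay above the -0.55, -0.62, and -0.22 of the CTRL libraries. The PD libraries had 112.7, 99.8, and 129.5 CPM, PWFC replicates 2 and 3 had 163.6 and 148.6, and of the DMSO-fed flies of day 14, CWOFP replicates 1, 2, and 3 had 132.2, 151.1, and 213.9 and CWFP replicates 1, 2, and 3 had 159.5, 131.7, and 120.5. Whether the sums differ with rotenone feeding was not tested. Embryos or held eggs in the pools cannot be told apart from other origins by the 17 peaks, for the same reason as above, and no biological explanation was tested.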

How the results depend on the processing

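The covariates, the fit of all 6 groups for the interaction, the genes of Table S2 with exchanged columns, and upper quartile normalization and the replicate block for the gene lists were alternatives chosen only after seeing the data, and so was the average over both rotenone histories. The alternatives planned for the comparison of flies given microbiota of patients with those given microbiota of controls were not run, because those samples were not analysed here. The cause of the changes below was not tested unless an explanation is given elsewhere in this section.

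The counts of DETs depended on the tool and on the model. With DESeq2 they were 681 between PD and CTRL flies, 49 between CWFP and CWOFP flies, 82 between PWFC and PWOFC flies, and 497 between PWOFC and CWOFP flies, and 1 gene was called in the interaction of FMT with rotenone history. With all 6 groups in one fit they were 25, 25, 2, and 38 in the same order, and the interaction of rotenone with day gave 297. With the testis list in that fit they were 197, 46, 21, and 145. Without a filter on low counts they were 468 between PD and CTRL flies and 13 between PWFC and PWOFC flies, and with upper quartile normalization 485 and 1. In the interaction of rotenone with day, adjusted p alone gave 4760 genes, the testis list as a covariate 229, and roX1 as a covariate 1401. For FMT averaged over both histories, the testis list as a covariate gave 76.

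With the replicate number as a block, 532 genes were called between PD and CTRL flies and 43 between PWOFC and CWOFP flies, although the numbers do not pair these libraries: the correlation of the deviations of same-numbered libraries was -0.283, 0.109, and 0.156 for the first pair of groups and 0.296, 0.145, and -0.096 for the second. Between PWFC and PWOFC flies it was -0.524, -0.102, and -0.00779. For CWFP and CWOFP flies, where the numbers may pair the libraries, edgeR with the block called 0 genes, with 216 at an unadjusted p under 0.05 and 49 by DESeq2 without it. Of the gene lists, camera with the block called 12 in PD compared with CTRL flies, 8 in CWFP compared with CWOFP flies, 9 in PWFC compared with PWOFC flies, and 10 in PWOFC compared with CWOFP flies.

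With each library left out in turn, the counts ranged from 39 without PD replicate 2 to 1648 without CTRL replicate 2 between PD and CTRL flies, from 0 to 33 (without PWFC replicate 1) between PWFC and PWOFC flies, and from 2 (without PWOFC replicate 1 or 3) to 23 (without CWOFP replicate 2) between PWOFC and CWOFP flies. They ranged from 1170 without PD replicate 1 to 3862 without CTRL replicate 2 in the interaction of rotenone with day, from 0 to 3 (without CWOFP replicate 2) in that of FMT with rotenone history, and from 13 to 41 (without CWFP replicate 1) for FMT averaged over both histories. The difference in correlation between CTRL and PD libraries ranged from 0.0175 to 0.0342. The share of DETs with a positive rho ranged from 67.25% to 76.66% for *Acetobacter*, from 55.75% to 70.38% for *Lactobacillus*, and from 27.53% to 42.86% (without CWFP replicate 1) for *Weissella*.

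Under fry, 3 gene lists passed in CWFP compared with CWOFP flies, 0 in PWFC compared with PWOFC flies (8 with camera), and 4 in PWOFC compared with CWOFP flies. The difference in correlation between CTRL and PD libraries was 0.0306 on untransformed CPM, 0.0125 on variance stabilized counts, and 0.178 on the 500 most variable genes. Over all genes kept by the filter, the share of distances accounted for by the 6 groups was 0.423.

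The shares of genes with a positive rho moved toward an even split when genes other than the DETs were taken. With the genes of Table S2 they were 53.53% for *Acetobacter*, 49.74% for *Lactobacillus*, 48.02% for *Serratia*, and 46.21% for *Weissella*, and over all genes 53.52%, 49.16%, 50.03%, and 49.83%, so that *Lactobacillus* fell to the other side of an even split in both and *Serratia* in the latter. With the genes of Table S2 and the CWFP and CWOFP columns exchanged, they were 52.33%, 51.64%, 48.71%, and 49.05%. Pearson's r gave 52.26% for *Acetobacter*, 48.08% for *Serratia*, and 40.07% for *Weissella*, and the exchanged columns alone gave 40.07% for *Weissella*.

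For genes named by the rule, 2700 of 2971 values under all alternatives kept direction and side of the thresholds, 106 no longer passed, 63 passed in addition, and 102 changed sign without a call under either setting. For the gene lists, 555 of 680 values kept direction and side, 49 no longer passed, 24 passed in addition, and 52 changed sign without passing under both settings.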

Differences from the paper's values

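The number of DETs between PD and CTRL flies is 684 in the paper and 285 here by edgeR. Of the alternatives set before the data were examined, DESeq2 (681), no filter on low counts (468), the replicate block (532), and upper quartile normalization (485) do not differ from it by the criterion of 1.5 times, whereas relative log expression normalization (298), a stricter filter (263), all 6 groups in one fit (25), adjusted p alone (401), and each fit without 1 library do. For the genes higher in PD flies the paper gives 235 and the counts give 138. DESeq2 (233), no filter (209), the block (266), upper quartile normalization (350), and adjusted p alone (218) do not differ, and the others do. For the lower genes the paper gives 449 and the counts give 147, and only DESeq2 (448) does not differ.

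Between CWFP and CWOFP flies the paper gives 49 DETs, 44 higher and 5 lower, and edgeR calls 0, with 269 genes at an unadjusted p under 0.05. DESeq2 gives 49, 44, and 5, the paper's values, and each other alternative set before the data were examined differs, among them all 6 groups in one fit (25, 24, and 1). Between PWFC and PWOFC flies the paper gives 82 DETs, 77 and 5 by direction, and edgeR calls 0, with 496 genes at an unadjusted p under 0.05. DESeq2 gives 82, 77, and 5, and each other alternative differs. Between PWOFC and CWOFP flies the paper gives 498 DETs, 141 higher and 357 lower, and edgeR calls 4, 2, and 2. DESeq2 gives 497, 140, and 357, and each other alternative differs.

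Each gene of the paper's Table S2 that edgeR tested had the same sign here, 682 of 682 between PD and CTRL flies, 47 of 47 between CWFP and CWOFP flies, 82 of 82 between PWFC and PWOFC flies, and 480 of 480 between PWOFC and CWOFP flies. Of the genes that Table S2 lists, edgeR called 267, 0, 0, and 4 in the same order, with 675, 47, 82, and 475 at an unadjusted p under 0.05, and DESeq2 called 680, 49, 82, and 497. The shares of variance of the first and second principal components are about 53% and about 11% in Fig. 3B, read by eye, and do not differ from the values here by more than 1.5 times.

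The paper heads one block of Table S2 as PWOFC compared with PWFC flies, whereas the signs in it match the change in PWFC relative to PWOFC flies, with 77 genes higher in PWFC flies by DESeq2. Fig. 3F is titled as PWFC compared with PWOFC flies and shows most of these DETs as lower. For the RT-qPCR, the paper gives *Jon25Bii*, *Jon99Fi*, and *θTry* as reduced in CWFP relative to CWOFP flies. It describes the RT-qPCR as generally similar to the RNA-seq. In the counts these genes were higher in CWFP flies, by log2 fold changes of 3.86, 1.30, and 1.55, as they are in the paper's Table S2. The paper places *Acetobacter* lower in CWFP than in CWOFP flies, and its Table S3 lists it as 29.8% of the CWFP and 7.88% of the CWOFP group, both the paper's values. For the genera, the paper has most DETs positive with *Lactobacillus*. Of the 19 genes of its Fig. 4C, 16 were positive here, both with the columns of Table S3 as printed and with CWFP and CWOFP exchanged. Over the DETs of edgeR the share was 59.9%, and over the 1160 genes of the paper's Table S2 it was 49.74%, with 51.64% when the CWFP and CWOFP columns were exchanged, an alternative chosen after seeing the values.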

Other observations

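The tests on CWFP replicate 1, on the first principal component, on the eggshell and Jonah genes, and on exchanged labels were chosen only after the results were seen, and so were the splits of the libraries by edgeR. The splits by DESeq2 and both tests on FMT averaged over rotenone history were written before their own results were seen.

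The comparisons of 2 groups were set against other splits of the same 6 libraries. There are 10 splits of 3 against 3, so no share can go below 1 in 10, and whether the counts rest on a random grouping cannot be told apart for these comparisons. Between PD and CTRL flies 1 of the 10 splits, the real one, gave as many as 285 genes by edgeR, and every other split gave 0. Between PWOFC and CWOFP flies 1 of 10 gave as many as 4, with at most 2 in the others. Between CWFP and CWOFP flies and between PWFC and PWOFC flies edgeR called 0 genes in the real split, so 10 of 10 splits were as large by construction and the comparison says nothing, against 269 and 496 genes at an unadjusted p under 0.05 and 49 and 82 genes by DESeq2. By DESeq2, 1 of 10 splits was as large for PD and CTRL flies (largest other count 327), 1 of 10 for CWFP and CWOFP flies (largest other 28), 3 of 10 for PWFC and PWOFC flies (largest other 737), and 1 of 10 for PWOFC and CWOFP flies (largest other 450). The replicate numbers may pair CWFP with CWOFP libraries. Among the splits that part all 3 such pairs, the real one gave 49 genes by DESeq2 and the others 0, 2, and 5. The splits with up to 28 genes keep a pair together. For a difference in the effect of FMT between flies with and without rotenone history, edgeR called 0 of 12707 genes, with 303 at an unadjusted p under 0.05, and DESeq2 called 1. This does not show that the effect was the same, since edgeR recovered 40.5% of the changed genes in the simulated interaction, and 4 of the 34 genes that the paper names passed when adjusted over that list alone. With a count of 0, all 100 of 100 regroupings were as large by construction, and the largest count was 4. Without CWOFP replicate 2 the count was 3.

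CWFP replicate 1 lay apart from all other libraries. Of the 52 genes of the testis, accessory gland, and roX lists, 51 were lower in it than in both other CWFP libraries, with median differences of -4.88, -4.64, and -2.09. All 8 ovary germline genes were higher in it than in both others, by a median of 1.41. Of the eggshell genes 8 of 18 were, and their median difference of 3.10 came from CWFP replicate 3, whose level was -5.65 against 1.23 and 0.78 in replicates 1 and 2. Low depth is argued against by its total of 22958881 counts, the highest of the CWFP group. Fewer male flies in this pool is a candidate explanation, and the values of the 3 male lists go with it, although the methods give equal numbers of both sexes per bottle. A mislabelled pool stays open and was not tested. Without this library 0 genes were called between CWFP and CWOFP flies, with 2718 at an unadjusted p under 0.05 and a smallest adjusted p of 0.0925 (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment).

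The first principal component may follow the sex make-up of the pools more than the treatment. Computed without the genes of the listed sex-biased lists, it correlated with the level of the roX genes at r = -0.943 over the 18 libraries (permutation p = 1e-05, the smallest that the permutations can give; Spearman's rho = -0.874, permutation p = 2e-05). Within groups r was -0.912, and without CWFP replicate 1 it was -0.862. A shared technical cause of the component and the roX level was not tested.

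The fall of eggshell genes in PD compared with CTRL flies went beyond what fewer females would give. A lower share of females lowers yolk protein and eggshell genes alike, but the eggshell genes fell beyond the yolk protein genes by -1.61, -4.36, and -1.42 in the PD libraries, where the CTRL libraries lay at 0.03, -0.68, and 0.65. The smallest of these falls, -1.42, argues against fewer females in the PD pools as the whole cause. Such a fall is not confined to rotenone-fed flies, since in CWFP replicate 3 the eggshell genes lay at -5.65 and the yolk protein genes at -1.18 relative to the mean of the 18 libraries. Fewer late egg chambers could give this pattern, under rotenone or from the age, mating, or food of the females, and neither was tested. The sign of the eggshell change was opposite between PWOFC and CWOFP flies, where these genes were higher.

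FMT was also tested as an average over both rotenone histories, a test added after the data were seen. It called 25 of 12165 genes, all of them higher after FMT, and 704 genes had an unadjusted p under 0.05. Of 100 relabelings of the libraries within each history, the real one included, 1 gave as many genes, and the others gave 0. Without CWFP replicate 2 or PWFC replicate 3 the count was 13, and without CWFP replicate 1 it was 41. The smallest p was that of *CG15533*, with a log2 fold change of 2.57 (adjusted p = 0.000747, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), a gene named after its values were seen. The Jonah genes rose by a median of 0.97, in 15 of 15 genes, and by 1.03 with the level of the testis list in the model, so the sex make-up of the pools is not the whole cause. With that level in the model 76 genes were called, of which 24 were among the 25. The log2 changes of the separate comparisons, CWFP with CWOFP and PWFC with PWOFC, correlated weakly over 11910 genes (r = 0.113, Spearman's rho = 0.0382), with the same sign in 54.6% of them. The design gave opposite donors to these groups, so an effect of feeding gut content in itself may be part of this average, and neither an effect of the gut content on digestion nor one of its microbes was tested apart.

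The Jonah genes were lower in CWOFP than in PWOFC flies. Pupae or newly eclosed flies in the CWOFP pools cannot be told apart from other causes. CWOFP replicate 2, with few larval and pupal transcripts, had the lowest median level, -2.09, against -1.83 and -1.45 in replicates 1 and 3, but the highest sum, 4285 CPM against 3274 and 3281, and it is one library. The genes that the paper measured by RT-qPCR were higher in CWFP than in CWOFP flies in these counts, with a median log2 change of 1.55 over *Jon25Bii*, *Jon99Fi*, and *θTry*. Exchanged labels of the CWFP and CWOFP libraries cannot be told apart from a true difference, since these groups have no other marker of treatment. Both the counts and the paper's Table S2 give them as higher.

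Other lists of genes changed as follows. The 11 proteases that the paper names were all picked by the study. They had median log2 fold changes of -1.39 in PD compared with CTRL flies and 1.30 in CWFP compared with CWOFP flies. The medians were 0.85 in PWFC compared with PWOFC flies and 1.35 in PWOFC compared with CWOFP flies. Each passed under camera (adjusted p = 4.18e-07, 1.55e-39, 1.43e-07, and 6.58e-09, Benjamini-Hochberg adjustment). Under fry the changes in PD and CWFP flies held (adjusted p = 0.0276 and 0.00891). Those in PWFC and PWOFC flies did not (fry adjusted p = 0.7505 and 0.0793). The antimicrobial list of 19 tested genes had 0.81, -0.31, 0.87, and -0.90 in the same order (camera adjusted p = 0.0024, 0.79, 1.4e-09, and 0.00357), and none of these held under fry (adjusted p = 0.207, 0.956, 0.751, and 0.197). The heat shock list of 14 tested genes, near-identical *Hsp70* copies included, had 1.00, 0.15, 0.70, and -0.71, and of these the first passed under camera (adjusted p = 0.00327) and fry (adjusted p = 0.0361). The larva-pupa list, with only 5, 7, 4, and 6 genes tested, had -0.15, -1.09, 0.61, and -1.11, and the first of these turned positive under upper quartile normalization. Of genes linked to Parkinson's disease that the paper names, *park* changed by -0.19 (adjusted p = 0.472), *Mul1* by 0.10 (adjusted p = 0.67), and *ple* by 0.28 (adjusted p = 0.334) in PD compared with CTRL flies (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). By RT-qPCR the paper gives its marker genes as lower in PD flies. In these counts none of the changes passed, and *Mul1* and *ple* were higher.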
